# Comparison of efficacy of SHENQI compound and rosiglitazone in the treatment of diabetic vasculopathy analyzing multi-factor mediated disease-causing modules

**DOI:** 10.1371/journal.pone.0207683

**Published:** 2018-12-06

**Authors:** Hong Gao, Yuhong Duan, Xiaoxu Fu, Hongyan Xie, Ya Liu, Haipo Yuan, Mingyang Zhou, Chunguang Xie

## Abstract

Atherosclerosis-predominant vasculopathy is a common complication of diabetes with high morbidity and high mortality, which is ruining the patient's daily life. As is known to all, traditional Chinese medicine (TCM) SHENQI compound and western medicine rosiglitazone play an important role in the treatment of diabetes. In particular, SHENQI compound has a significant inhibitory effect on vascular lesions. Here, to explore and compare the therapeutic mechanism of SHENQI compound and rosiglitazone on diabetic vasculopathy, we first built 7 groups of mouse models. The behavioral, physiological and pathological morphological characteristics of these mice showed that SHENQI compound has a more comprehensive curative effect than rosiglitazone and has a stronger inhibitory effect on vascular lesions. While rosiglitazone has a more effective but no significant effect on hypoglycemic. Further, based on the gene expression of mice in each group, we performed differential expression analysis. The functional enrichment analysis of these differentially expressed genes (DEGs) revealed the potential pathogenesis and treatment mechanisms of diabetic angiopathy. In addition, we found that SHENQI compound mainly exerts comprehensive effects by regulating MCM8, IRF7, CDK7, NEDD4L by pivot regulator analysis, while rosiglitazone can rapidly lower blood glucose levels by targeting PSMD3, UBA52. Except that, we also identified some pivot TFs and ncRNAs for these potential disease-causing DEG modules, which may the mediators bridging drugs and modules. Finally, similar to pivot regulator analysis, we also identified the regulation of some drugs (e.g. bumetanide, disopyramide and glyburide etc.) which have been shown to have a certain effect on diabetes or diabetic angiopathy, proofing the scientific and objectivity of this study. Overall, this study not only provides an in-depth comparison of the efficacy of SHENQI compound and rosiglitazone in the treatment of diabetic vasculopathy, but also provides clinicians and drug designers with valuable theoretical guidance.

## Introduction

Diabetes is a metabolic disease characterized by hyperglycemia caused by impaired insulin secretion or impaired function. When patients with hyperglycemia for a long time, their various tissues, especially the eyes, kidneys, heart, blood vessels and nerves, are chronically damaged, which resulting in dysfunction. Diabetic macroangiopathy is typically atherosclerosis with higher morbidity and mortality caused by hyperglycemia, and the progression is deteriorating quickly and seriously. About 70% to 80% of diabetic patients die of diabetic vasculopathy, which arouses the attention of urologist clinicians and drug developers. Currently, it is considered that advanced glycation end products (AGEs), the defect of signal transduction and the imbalance of matrix metalloproteinase are important inducement of coronary artery sclerosis and cerebral atherosclerosis[1]. AGEs play an important role in diabetic vascular complications. Oxidative stress reaction will induce AGEs interact with their receptors (RAGE), triggering inflammation and thrombosis[2]. In addition, Migdalis IN *et al*. showed that there is a positive correlation between fasting insulin levels and endothelin that as a marker of atherosclerosis[3]. *Lu JP et al*. showed that in hyperglycosemia environment, calcium-sensitive receptors (CaSRs), typical G protein-coupled receptors, can active caspase-3 and -9, Bax, phospho-p38 and phosphor-JNK to apoptosis, which causes macrovascular disease [4]. Nelaeva AA *et al*. found that the sustained decrease of interleukin-8 (IL-8) resulting from angiogenesis is one of the factors of vascular lesions in diabetic patients [5]. These studies showed that hyperglycosemia has different degrees of influence on various pathways and physiological processes in the blood vessels, which eventually inducing atherosclerosis and severely damaging blood vessels, predicating the control of blood glucose and the improvement of insulin resistance are of great significance in prevention and treatment of diabetic macrovascular disease [6].

In medical treatment, western medicine such as pioglitazone and metformin are used to exquisitely regulate glucose and lipid metabolism by increasing the sensitivity of insulin, which precisely control blood glucose concentration and play an anti-atherosclerosis characteristics [7]. While Chinese medicine compound, as the essence of traditional Chinese medicine (TCM), has good therapeutic efficacy for diabetes and the macroangiopathy complications. For example, MaiTong compound (MTF) effectively treats spontaneous diabetic macroangiopathy by modulating the key proteins involved in the AMPK signaling pathway and vascular smooth muscle contraction [8]. Liu Y *et al*. showed that SHENQI compound can inhibit angiogenesis and prevent diabetic macroangiopathy by promoting the expression of PTEN in the aortic wall and inhibiting the expression of PI3Kp85 in the aorta [9]. Our previous study also found that SHENQI compound, with the function of yangyinyiqi and huoxue, can activate insulin target organs and inhibit PI3-K signaling pathways in non-target organs in the process of preventing and treating diabetic macroangiopathy, indicating the significant tissue specificity and the integrity of SHENQI compound.

Therefore, to compare the therapeutic efficacy of TCM and western medicine on diabetic angiopathy, we selected two typical drugs for the treatment of diabetic vasculopathy, Chinese medicine SHENQI compound and western medicine rosiglitazone to conduct systematic research. It aimed to analyze and compare the preventive and therapeutic effects of SHENQI compound and western medicine rosiglitazone on diabetic angiopathy, and to reveal the pathogenesis of diabetes and its vascular complications. The scientific and systematic analysis not only has important reference and corroboration effect on the comparison of two drug treatment mechanisms, but also has valuable guiding significance for clinicians to personalize according to different conditions.

## Results

### Behavior, physiological and pathological changes in mice after drug treatment

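Gene expression was measured in aorta and in skeletal muscle from 3 mice of each of 7 groups, which gives 42 single-colour Agilent mouse arrays on 11 slides of up to 4 arrays. The groups were healthy C57 mice (G), KK/Ay mice with spontaneous diabetes (A), KK/Ay mice given a high-fat diet and L-NAME, an inhibitor of nitric oxide synthase, as a model of diabetic macroangiopathy (C), and mice of that model treated with SHENQI compound (B), with its yangyinyiqi part (D), with its huoxue part (E) or with rosiglitazone (F). KK/Ay is an inbred mouse strain that carries the yellow allele of the agouti gene and becomes obese and diabetic, so groups A and G also differ in strain. The deposited scanner output lists the intensity of 45018 spots per array, read with Agilent Feature Extraction, and the authors also deposited a table of log2 values in which all 42 arrays have the same distribution, with a median of 5.36. Between 62.91% and 77.64% of the 34896 probes with a gene symbol were well above background on an aorta array, and between 53.83% and 69.99% on a skeletal muscle array. The lowest shares, 53.83% to 57.29%, were those of the 4 arrays of slide 11, which are the 3 huoxue skeletal muscle arrays and 1 of rosiglitazone. For the values given here, the median intensity of each spot was corrected for local background with the normexp method, put on the log2 scale, quantile normalized over the 42 arrays and averaged over the probes of each of 21163 genes. Each comparison between groups was fitted in limma on its 12 arrays with tissue as a term, over the genes with a probe well above background on all 3 arrays of at least 1 of the 4 sets compared, and P values were adjusted with the Benjamini-Hochberg method. When 200 genes of simulated data were changed by 1 log2 unit, between 75% and 92.5% of them were called after adjustment, and 4% to 8.5% of the calls were false. The simulated noise was independent between genes and held no effect of slide. These shares are therefore not the error rates of the lists given here. The number of arrays, 3 per group and tissue, limits the precision.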

To compare and analyze the effect and mechanism of TCM SHENQI compound and western medicine rosiglitazone on diabetic angiopathy, we built seven groups of model mice, including spontaneous diabetic group (group A), SHENQI compound group (group B), diabetic macroangiopathy group (group C), yangyinyiqi group (group D), huoxue group (group E), rosiglitazone group (group F) and healthy C57 mouse control group (group G). In behavioral performance, mice with diabetes mellitus (A) and diabetic macroangiopathy (C) were irritated, bit each other and gradually became apathetic, unresponsive and slow-acting with the age increasing. The irritable mood and the bit were the most serious in the rosiglitazone group (F) and the diabetic macroangiopathy group (C). The SHENQI compound group (B) was shiny, no scratches, relatively gentle temperament and better mental state. However, the scratching marks and wounds on the body surface were observed both in the yangyinyiqi group (D) and the huoxue group (E), and the conditions in the group D were more serious.

In physiological indicators (S1 Table), with the age increasing, blood glucose gradually increased in diabetic group (A). In the rosiglitazone group (F), the hypoglycemic was observed in 3th week and significantly different from group A. Although the hypoglycemic curve showed a downward trend, the fluctuation of blood glucose was larger. In the SHENQI compound group (B), the hypoglycemic was observed in 5th week and significantly different from group A. And the hypoglycemic effect was weaker than that of group F. The hypoglycemic effect of yangyinyiqi group (D) and huoxue group (E) were weaker than that of SHENQI compound group (B), but there is no significant difference among the three.

In terms of pathological sections, the abdominal aorta intima was flat in the healthy mice (G), the vascular endothelial cells were flattened and adhered to a flat inner elastic plate, the bullet plate and vascular smooth muscle cells in parallel arrangement and the inner membrane was smooth and tidy (Fig 1A). In spontaneous diabetic group (A), vascular endothelial cells were swollen, and endothelial shedding was not obvious (Fig 1B). In diabetic macroangiopathy group (C), the abdominal aortic endothelial cells were highly edematous, large areas and sustained flake, and the intima was not smooth (Fig 1C). The rosiglitazone group (F) showed scattered shedding of focal endothelial cells with mild edema (Fig 1D). The endothelial cells of SHENQI compound group (B) were slightly deciduous and mild edema (Fig 1E). And yangyinyiqi group (D) and huoxue group (E) showed cell shedding and edema, which was lighter than that of diabetic group (A) and more severe than SHENQI compound group (B) (Fig 1F and 1G).

**Fig 1:**
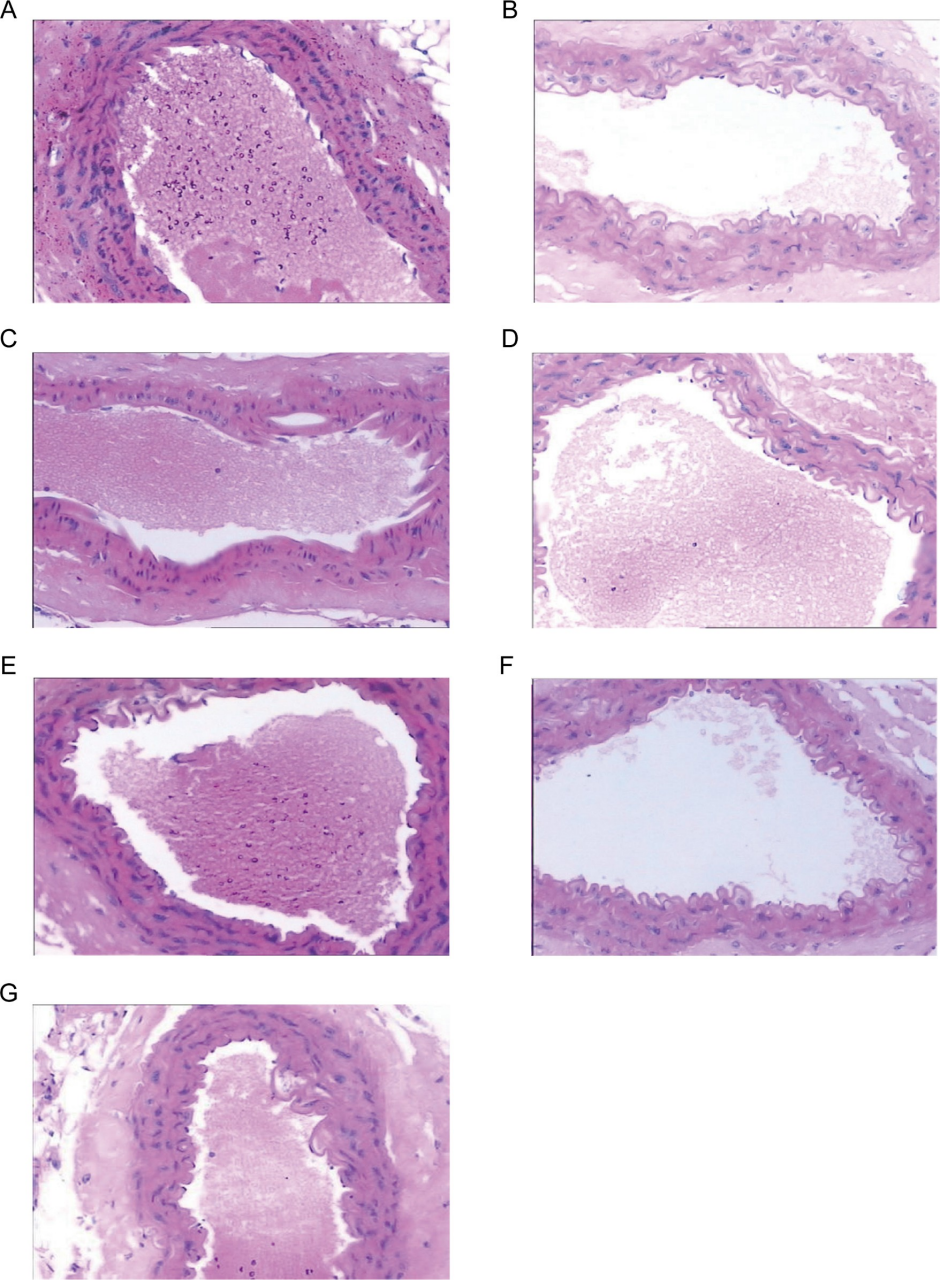
Pathological morphology comparison. (A) Images of abdominal aortic intima pathology in healthy C57BL/6J mice. The vascular endothelial cells are flat and closely attached to the flat inner elastic plate. The medium elastic plate and the vascular smooth muscle cells are arranged in parallel and the inner membrane is smooth and tidy. (B) KKAy Pathological section imaging of vascular endothelial cells in spontaneous diabetic mice. The vascular endothelial cells showed swelling and no obvious endothelial cell shedding. (C) Pathological section imaging of abdominal aortic endothelial cells in diabetic macroangiopathy group. The abdominal aortic endothelial cells showed high edema, large area and continuous flaking, and the intima was not smooth. (D) Pathological section imaging of abdominal aortic endothelial cells in mice in the rosiglitazone group. It appears to be scattered in focal endothelial cells with mild edema. (E) Pathological section imaging of abdominal aortic endothelial cells in the SHENQI compound group. Occasionally, it is spotted and accompanied by mild edema. (F) Images of pathological sections of abdominal aortic endothelial cells in mice of yangyinyiqi group. (G) Pathological section imaging of abdominal aortic endothelial cells in mice of huoxue group. The vascular endothelial cells of the yangyinyiqi group and the huoxue group showed cell shedding and edema, which was lighter than that of the diabetic group and more severe than the SHENQI compound group.

### Differential expression analysis

Behavior, physiology and pathological changes are important manifestations of gene expression changes. Exploring differentially expressed genes in different condition and the functions and pathways they involved in are important for revealing the pathogenic mechanisms and therapeutic mechanisms. Here, we identified differentially expressed (DE) genes for these group, respectively (Fig 2, S2 Table). 

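At an unadjusted P value below 0.05, the threshold of the paper's methods, about 5% of unchanged genes pass by chance. In diabetic against healthy mice (A vs G), 3168 of 14805 genes passed, 1890 of them higher and 1278 lower in the diabetic mice, and 660 passed after adjustment, 356 higher and 304 lower. In macroangiopathy against healthy mice (C vs G), 3688 of 15730 genes passed, 2240 higher and 1448 lower, and 777 passed after adjustment, 444 higher and 333 lower. In macroangiopathy against diabetic mice (C vs A), 756 of 15711 genes passed (4.81%), 439 higher and 317 lower, and limma called 0 after adjustment, with a smallest adjusted p = 0.301. The treatments were each compared with the macroangiopathy group. SHENQI compound (B vs C) gave 417 of 15651 genes (2.66%), 240 higher and 177 lower, and 0 after adjustment in limma. The yangyinyiqi part (D vs C) gave 558 of 15883 genes (3.51%), 392 higher and 166 lower, and 0 after adjustment in limma. D vs C is the only comparison in which slide could be fitted as a fixed block, and that fit of all 42 arrays gave 315 genes and 7 after adjustment, 2 higher and 5 lower. The huoxue part (E vs C) gave 2266 of 15713 genes (14.42%), 1262 higher and 1004 lower, and 2 after adjustment. Rosiglitazone (F vs C) gave 1924 of 15832 genes (12.15%), 865 higher and 1059 lower, and 28 after adjustment, 8 higher and 20 lower. The split between higher and lower genes depended on the scaling: with Agilent's processed signal scaled to the 75th percentile of each array, 197 genes were higher and 254 lower in B vs C, 218 and 268 in D vs C, and 620 and 1281 in F vs C, and the authors' value table gave 1045 higher and 1300 lower in E vs C. The processed signal also moved the median of all genes in A vs G by 0.11 on the log2 scale. The alternative that moved the counts most was the fit of skeletal muscle alone, in which 4732 genes passed after adjustment in E vs C. Without array 2 of the macroangiopathy aorta, the unadjusted count in B vs C was 234, and without array 3 of the SHENQI aorta it was 651. Without array 2 of the yangyinyiqi aorta, that of D vs C was 843. With each array left out in turn, the adjusted counts ranged from 278 to 922 in A vs G, from 350 to 1262 in C vs G, from 0 to 47 in E vs C and from 1 to 59 in F vs C.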

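Among the genes that passed after adjustment in A vs G with the same direction and no overlap between the arrays of both groups in either tissue, the largest increases in the diabetic mice were those of Gdpd3, LOC100504785 and 1700020D05Rik, and the largest decreases those of Mup1, Pttg1 and Mup4. Gdpd3 (Entrez gene 68616), measured by a probe on chromosome 7 of mm9 from 133914520 to 133914693, had a log2 fold change of 4.16 (standard error 0.12, adjusted p = 1.65e-08), the largest increase under this rule. Under the alternatives that kept both tissues, each array left out in turn among them, the adjusted p of Gdpd3 stayed between 3.62e-18 and 3.35e-05. Mup1 (Entrez gene 17840), with a probe on chromosome 4 from 60511965 to 60512188, had a log2 fold change of -4.60 (standard error 0.49, adjusted p = 0.000553). The log2 fold change was 3.68 for LOC100504785, 2.63 for 1700020D05Rik, -4.18 for Pttg1 and -4.17 for Mup4. In each tissue LOC100504785 was well above background on 1 of the 3 healthy arrays, so the size of its change rests on a signal near background. The same holds in diabetic skeletal muscle for Mup1, well above background on 1 of 3 arrays, and Mup4, on 2 of 3, so their rank among the decreases is not exact. In C vs G, which shares the healthy arrays with A vs G, the log2 fold changes of the same 6 genes were 4.12, 3.53, 2.55, -5.00, -4.02 and -4.42, in the order Gdpd3, LOC100504785, 1700020D05Rik, Mup1, Pttg1 and Mup4. Mup1 was well above background on 0 of 3 macroangiopathy skeletal muscle arrays, where it was at least 24.8-fold lower than in healthy mice. Mup4 was well above background on 1 of those 3 arrays. The nonagouti gene (a, Entrez gene 50518), which the yellow allele of KK/Ay mice drives in most tissues, was at least 4.96-fold higher in diabetic than in healthy aorta and at least 6.22-fold higher in skeletal muscle. It was well above background on 0 of 3 healthy arrays in each tissue. The highest log2 fold changes under the alternatives were 6.83 for this gene, 6.325 for LOC100504785 and 5.986 for Gdpd3. The rank among the increases is therefore not exact. Leptin (Lep, Entrez gene 16846) had a log2 fold change of 1.25 (standard error 0.18, adjusted p = 0.00342, from 0.000464 to 0.0394 under the alternatives that kept both tissues). Its adjusted p was 0.0646 in aorta alone and 0.0475 in skeletal muscle alone. Leptin was well above background on 1 of 3 healthy arrays in each tissue, so the size of its change rests on a signal near background. In E vs C the 2 genes that passed after adjustment were Prps1, with a log2 fold change of 0.43 (adjusted p = 0.0155, from 0.00791 to 1 under the alternatives that kept both tissues), and Mib2, with -0.46 (adjusted p = 0.0219, from 0.0175 to 1 under the same alternatives). In skeletal muscle alone the adjusted p was 0.00139 for Prps1 and 0.00406 for Mib2, and in aorta alone neither gene passed. In F vs C the largest increases were those of Hat1 (0.51), Hprt (0.47) and Rnf113a2 (0.37) and the largest decreases those of Ptms (-0.78), Cnpy3 (-0.67) and Zbtb12 (-0.59), all on the log2 scale, and their adjusted p reached 1 under at least 1 alternative each. Of all genes tested, 6.9% had no overlap between groups with the same direction in both tissues in A vs G, 7.92% in C vs G, 0.66% in C vs A, 0.34% in B vs C, 0.41% in D vs C, 1.87% in E vs C and 2.36% in F vs C, where chance gives 0.5%, and 10% for no overlap in a single tissue.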

Functional enrichment showed that DE genes in diabetes were mainly involved in the imbalance of sweetness and olfaction, protein kinase C-activated G protein-coupled receptor signaling pathways, young adult-onset diabetes mellitus and regulation of Wnt signaling pathways (Fig 3, S3 Table). 

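The functions named for diabetes are listed in S3 Table for the comparison of groups A and C, and the genes listed there were followed in C vs A and in A vs G. Of 46 genes listed under sensory perception of smell, 27 were above the filter in C vs A, and 15 of these had an unadjusted P value below 0.05, all higher in the macroangiopathy mice. Without the filter, which the signal in macroangiopathy aorta helps decide, 26 of the 46 were called, 21 higher and 5 lower. After adjustment over all genes limma called 0 of the 15, and 8 passed when adjusted over the list alone. The lists hold genes that the study had called on these samples. Neither the unadjusted counts in the comparison a list comes from nor those adjusted over the list alone are therefore independent evidence. In A vs G, 11 of the 46 genes were above the filter and 2 had an unadjusted P value below 0.05, both lower in the diabetic mice. Of the sweet taste receptor genes Tas1r2 and Tas1r3, 1 had an unadjusted P value below 0.05 in C vs A, and the 1 tested in A vs G did not. Of 4 genes listed under protein kinase C-activating G-protein coupled receptor signaling (Bdkrb1, Cck, Cish and Edn2), 2 had an unadjusted P value below 0.05 in C vs A, 1 higher and 1 lower, and both passed when adjusted over the list alone. Among these 4 genes 1 was called at that threshold in A vs G. None of these genes passed after adjustment over all genes in either comparison.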

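The arrays hold 917 olfactory receptor genes (symbols beginning with Olfr), which were compared without the filter on dim probes. In C vs A, 47 of them (5.13%, 95% Wilson interval from 3.88% to 6.75%) had an unadjusted P value below 0.05, against 4.55% of all other genes. Of these 47 genes, 35 were higher and 12 lower in the macroangiopathy mice, but with the processed signal scaled to the 75th percentile 34 were higher and 63 lower. In A vs G the share was 2.29% (from 1.5% to 3.48%), against 17.61% of all other genes. The interval covers counting error only. After adjustment limma called 0 of these genes in either comparison. Their signal lay near background: on all 3 arrays, 8.52% of their probes were well above background in diabetic aorta and 19.11% in macroangiopathy aorta, against 62.34% and 72.44% of the other probes. This detected part was 8.1% to 9.87% in the aorta groups with an array of slide 1 (healthy, diabetic and SHENQI). In the other aorta groups it was 15.89% to 19.11%, so the difference goes with slide 1 as well and is not particular to macroangiopathy. The median size of the log2 fold change of the 47 genes was 0.11. The share in C vs A rose most with the filter of the other results, to 10.71%, and with the processed signal, to 10.58%. It fell most in skeletal muscle alone, to 1.96%.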

DE genes in diabetic macroangiopathy group were mainly enriched in cadherin binding in the intercellular adhesion, and positive regulation of cell adhesion. 

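S3 Table lists the cell adhesion functions for the comparison of diabetic with healthy mice. Of 36 genes listed under cadherin binding involved in cell-cell adhesion, 35 were tested in A vs G and 33 had an unadjusted P value below 0.05, 18 higher and 15 lower in the diabetic mice. After adjustment over all genes 5 of them passed, and 33 passed when adjusted over the list alone. The study chose these lists from its calls in A vs G on the same arrays. High counts in A vs G, and lower ones in C vs A, follow in part from that choice. In C vs A, 3 of 35 were called at an unadjusted P value below 0.05, all higher in the macroangiopathy mice, and limma called 0 after adjustment. Of 11 genes listed under positive regulation of cell adhesion, 8 were called in A vs G at that threshold, 4 higher and 4 lower, with 4 after adjustment over all genes and 7 when adjusted over the list alone. Of the 10 tested in C vs A, limma called 0 at an unadjusted P value below 0.05 and 0 after adjustment.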

The dysfunction of these genes may eventually induce vascular lesions, for example atherosclerosis.

**Fig 2:**
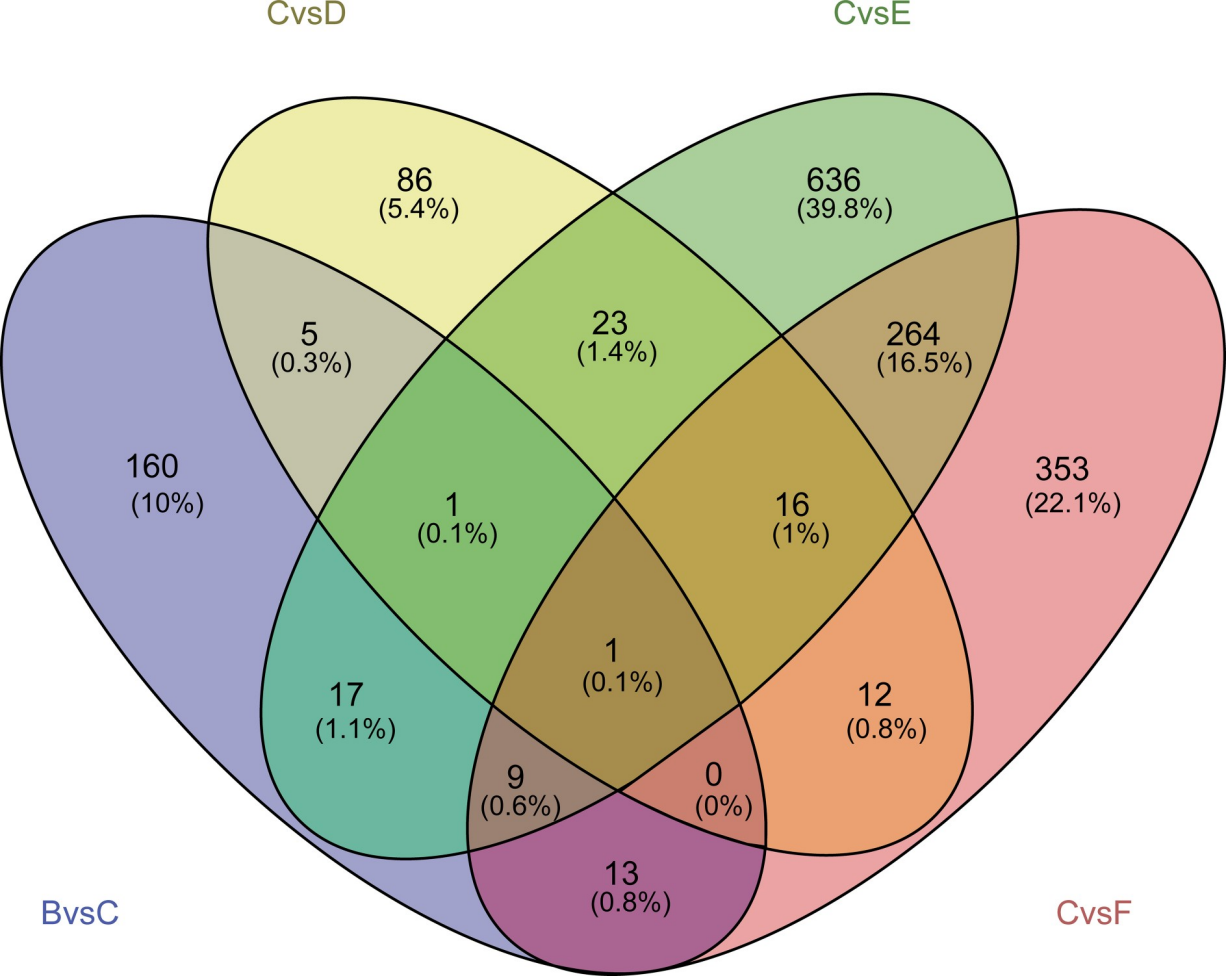
Differentially expressed genes in SHENQI compound group (blue), yangyinyiqi group (yellow), huoxue group (green) and rosiglitazone group (red).

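Genes with an unadjusted P value below 0.05 in 2 treatment comparisons were counted for each of the 6 pairs of treatments. SHENQI compound and yangyinyiqi (B and D) shared 38 genes, 36 of them in the same direction. SHENQI compound shared 136 genes with huoxue (E), 6 of them in the opposite direction, and 111 with rosiglitazone (F), 4 of them in the opposite direction. Yangyinyiqi shared 196 genes with huoxue, 187 in the same direction, and 151 with rosiglitazone, 137 in the same direction. Huoxue and rosiglitazone shared 1064 genes, all in the same direction. All treatments were compared with the same macroangiopathy arrays, which gives shared genes without any treatment effect. In 100 simulations of unchanged groups, the median number of shared genes was 235, with a range from 25 to 1672. As many as 1064 were shared in 3 of the 100 simulations, and as many as in the 5 other pairs in 55 to 97 of them. The fit of skeletal muscle alone raised these numbers most, to 3757 for huoxue and rosiglitazone. Without a tissue term they fell, to 5 for SHENQI compound and yangyinyiqi and 271 for huoxue and rosiglitazone. In aorta alone huoxue and rosiglitazone shared 234 genes. The huoxue and rosiglitazone skeletal muscle arrays lay on slides 3 and 11. Their difference from the skeletal muscle of groups A to D was largest in 200 genes, from which a score was formed that has a mean of about 1 on these arrays and 0 in groups A to D. The aorta arrays of slide 1, which come from healthy, diabetic and SHENQI-treated mice, scored between 0.708 and 0.968, and all other aorta arrays between -0.101 and 0.112. Healthy skeletal muscle scored at least 0.666 on slide 3 and 0.147 on slide 4. With slides 1, 3 and 11 as a batch term in a fit of all 42 arrays, a setting chosen after these values were seen, 756 genes had an unadjusted P value below 0.05 in E vs C, 1159 in F vs C, 232 in B vs C and 192 in D vs C, and huoxue and rosiglitazone shared 335 genes. The fit of all 42 arrays without the batch term gave 1851 in E vs C, 1231 in F vs C, 209 in B vs C and 138 in D vs C, so the batch term itself lowered the count in E vs C and raised those of B vs C and D vs C. In F vs C it lowered the count in skeletal muscle from 1676 to 887 and raised that in aorta from 1145 to 1370. The changes in aorta had a correlation of 1 between the 2 fits, and their median standard error fell from 0.145 to 0.136. In skeletal muscle the median standard error rose from 0.145 to 0.17.

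**Figure D1:**
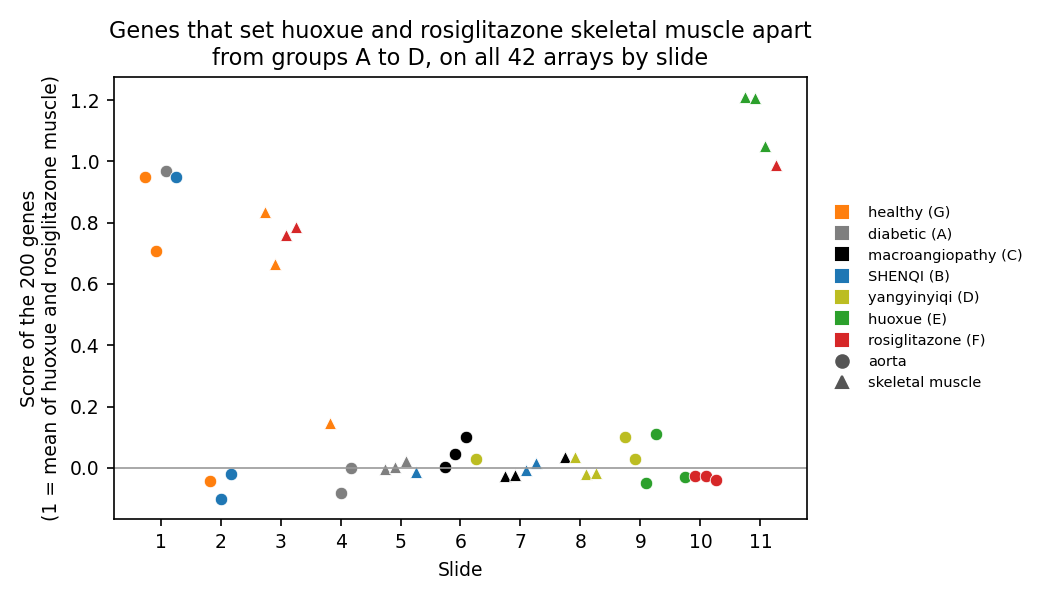
Score of the 200 genes that set huoxue and rosiglitazone skeletal muscle apart from groups A to D (vertical axis, 1 is about the mean of those arrays) on each of the 42 arrays by slide (horizontal axis), with circles for aorta, triangles for skeletal muscle and colours for groups. The aorta arrays of slide 1 score between 0.708 and 0.968, above the other aorta arrays at -0.101 to 0.112.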

**Fig 3:**
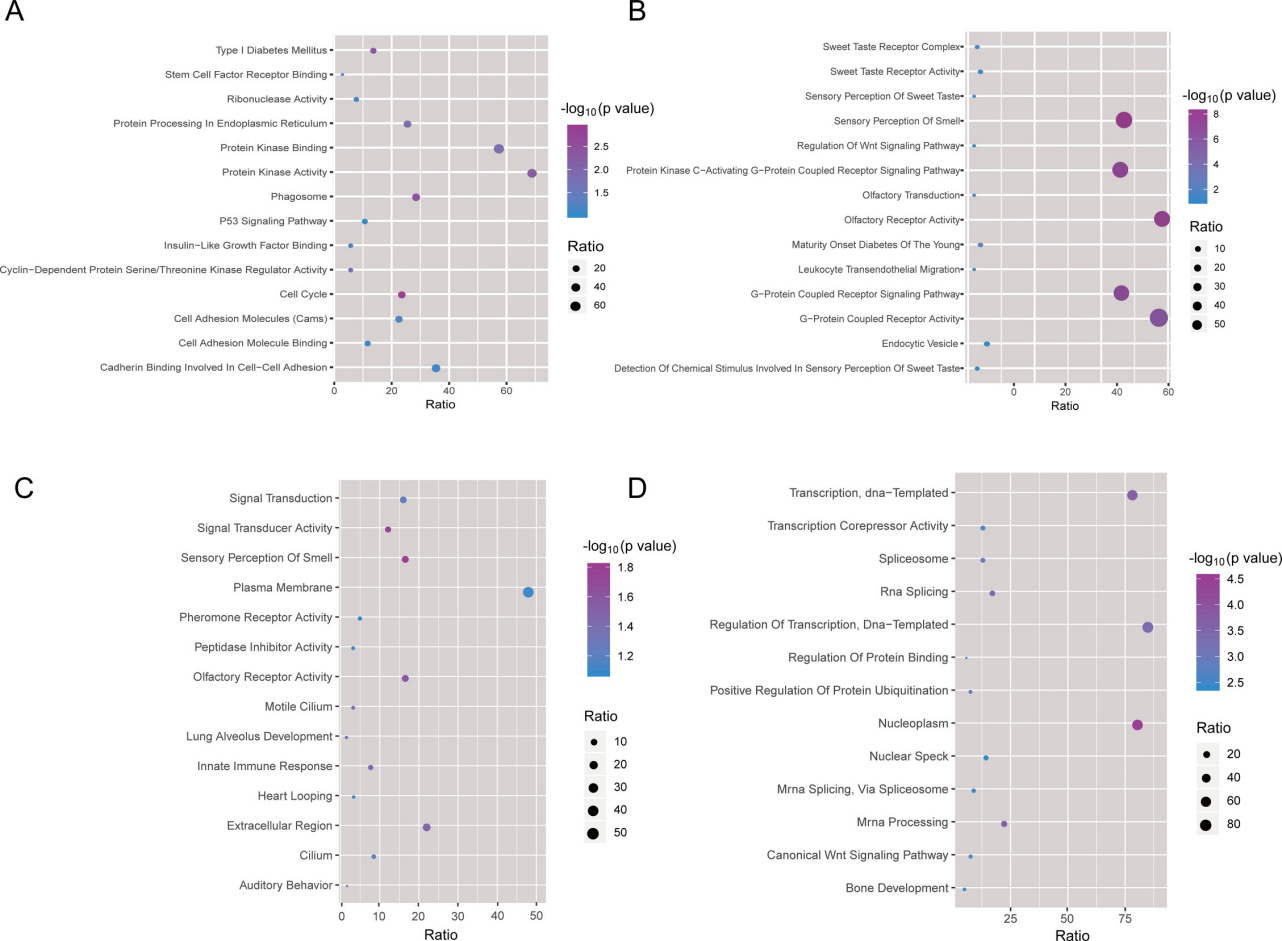
Functional and pathway enrichment analysis of differentially expressed genes. (A) The functions and pathways differentially expressed genes (diabetic mice VS normal mice) involved in. (B) The functions and pathways differentially expressed genes (diabetic vascular lesions VS diabetic mice) involved in. (C) The functions and pathways differentially expressed genes in SHENQI compound group involved in. (D) The functions and pathways differentially expressed genes in rosiglitazone group involved in.

In addition, functional enrichment analysis of DE genes in SHENQI compound and rosiglitazone group suggested that SHENQI compound mainly stabilizes the patient's emotions by regulating sensory perception and the central nervous system, lowers blood glucose by modulating immune responses and polysaccharide synthesis, and inhibits the progression of vascular lesions by modulating G protein-coupled receptor signaling pathways. 

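For SHENQI compound (B vs C), S3 Table lists 27 genes under G-protein coupled receptor signaling, of which 15 were above the filter and 7 had an unadjusted P value below 0.05, all lower after treatment. Without the filter, 10 of the 12 genes called were lower. Under sensory perception of smell, 17 genes are listed, 10 were above the filter, and 5 had an unadjusted P value below 0.05, all lower after treatment, with 1 passing when adjusted over the list alone, and without the filter 10 were called, 8 lower and 2 higher. Of 8 genes listed under innate immune response, 6 were above the filter and 1 was called. In limma, 0 genes of these lists passed after adjustment over all genes. These lists too come from the study's calls on the same arrays, so their unadjusted counts are not independent evidence. With the batch term for slides 1, 3 and 11, in a fit of all 42 arrays that differs in more than this term, the numbers called at an unadjusted P value below 0.05 were 2 of 15, 2 of 10 and 0 of 6 in the same order. Among all 917 olfactory receptor genes, 30 were called (3.27%, 95% Wilson interval from 2.3% to 4.63%), against 2.81% of other genes, 13 of them higher and 17 lower after treatment. The processed signal scaled to the 75th percentile gave 30 higher and 17 lower.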

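For rosiglitazone (F vs C), S3 Table lists 5 genes under negative regulation of the JAK-STAT cascade, and 3 of them had an unadjusted P value below 0.05. Under heparan sulfate proteoglycan biosynthesis 3 of 3 listed genes were called (B3galt6, Extl3 and Ndst3), 2 higher and 1 lower after treatment. After adjustment over all genes limma called 0 of them, and 3 and 3 passed when adjusted over the list alone. The study took both lists from its calls on these arrays, so high unadjusted counts follow in part from that choice. In the fit of all 42 arrays with the batch term, which differs in more than this term, the numbers called at an unadjusted P value below 0.05 were 2 of 5 and 1 of 3.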

While rosiglitazone lowers blood glucose rapidly by impacting the Wnt signaling pathway, reverse regulation of the JAK-STAT cascade and heparin sulfate proteoglycan biosynthetic methods. Moreover, it modulates the response to interleukin-18, cytokine-mediated signal transduction pathways and immune responses such as T cell-mediated positive regulation of cytotoxicity, which has a significant effect on type I diabetes. 

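Of the 2 genes listed under response to interleukin-18 (Ocln and Ripk2), only Ripk2 was above the filter in F vs C, with a log2 fold change of 0.004, and 0 of these were called at an unadjusted P value below 0.05 in limma. Under cytokine-mediated signaling, 7 of 9 listed genes had an unadjusted P value below 0.05, 4 higher and 3 lower after rosiglitazone, and 4 of 9 did so in the fit of all 42 arrays with slides 1, 3 and 11 as a batch term. Under positive regulation of T cell mediated cytotoxicity, 1 of the 2 tested genes (Pnp and Tap2) was called, and 0 in that fit. The number that passed after adjustment over all genes in limma was 0 for each list. As above, the lists come from the study's own calls on these arrays.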

Rosiglitazone also inhibits vascular lesions through regulating cell adhesion. However, compared to diabetes, the effect of rosiglitazone on the treatment of vascular lesions is not significant.

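The effect of rosiglitazone was also read in each tissue. In aorta alone, 1281 genes had an unadjusted P value below 0.05 in F vs C and limma called 0 after adjustment, and in skeletal muscle alone 4516 genes passed and 1637 did so after adjustment. Whether a gene changed differently in the 2 tissues was tested with an interaction term, which called 388 genes after adjustment. Of 453 genes called in both tissues at an unadjusted P value below 0.05, 195 changed in the same direction, and the log2 fold changes of the tissues had a correlation of -0.221 across genes, which are not independent replicates. In a fit of all 42 arrays the interaction called 5 genes, and 2 with slides 1, 3 and 11 as a batch term, so most of the fall goes with the form of the fit and not with the batch term. From the functions enriched among these genes the paper proposes that SHENQI compound acts on emotion, blood glucose and vascular lesions and states that rosiglitazone acts on blood glucose, immune responses and cell adhesion, with an effect on vascular lesions that it calls not significant.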

### Identifying disease-causing modules and pivot regulators

Understand the pathogenesis of disease is essential for revealing the mechanism of drug treatment. Here, we explored co-expression modules based on the DE genes identified from spontaneous diabetic group and diabetic macroangiopathy group and 13 modules were exacted (Fig 4). 

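Genes with an unadjusted P value below 0.05 in A vs G or C vs G, 4333 in all, were grouped by their correlation across the 42 arrays, with the absolute correlation raised to the power 6, topological overlap and average linkage. Joined at 99% of the height range and with at least 30 genes per module, 4331 genes fell into 1 module. The alternative that moved this number most was a height of 0.95, which gave 5 modules of 93 to 3192 genes. The dynamic tree method of the package that the paper names was not run here. S4 Table lists the paper's 13 modules with 2223 different genes, of which 2024 were matched to genes on these arrays. For each module, the mean correlation of its gene pairs across the arrays was compared with that of 1000 random lists of the same size and level. The mean correlation was above the 95th percentile of the random lists in 11 of 13 modules, and in 12 after tissue means were removed. Genes are not independent replicates, and the modules were built by the study on these arrays. These correlations keep their sign, whereas a module formed on absolute correlation can hold genes that change in opposite directions. A low mean therefore does not show that the genes of a module are not co-expressed. The mean correlation was 0.084 in module 11, at percentile 97.4, and 0.091 in module 12, at percentile 94.9.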

And according to functions and pathways module genes involved in, modules were defined as potential disease-causing modules (Fig 5, S4 Table). 

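S4 Table lists 412 genes in module 2, and 378 of them were matched. Their mean pairwise correlation across the 42 arrays was 0.096, against a median of 0.003 and a 95th percentile of 0.007 in random lists. In aorta alone it was 0.109 and in skeletal muscle alone 0.079.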

Functional enrichment analysis showed that module 2 was mainly involved in positive regulation of T cell-mediated cytotoxicity, innate immune response a type I diabetes, which was identified as a potential type I diabetes-causing module. 

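In module 5, 184 of 190 listed genes were matched, and their mean pairwise correlation was 0.059, above all 1000 random lists, whose 95th percentile was 0.014. In skeletal muscle alone it fell to 0.023, at percentile 91.1 of the random lists.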

Module 5 was mainly involved in regulating insulin-stimulated cellular responses, negative regulation of the glucocorticoid receptor signaling pathway and insulin resistance-related functions and pathways, which was identified as a potential type 2 diabetes-causing module. Module 1, 4, 7, 8 and 9 were involved in intercellular adhesion due to cadherin binding, positive regulation of tyrosine phosphorylation of Stat3 protein, negative regulation of insulin-like growth factor receptor signaling pathway, PPAR signaling pathway and Wnt signaling pathways, which were identified as potential vascular disease-causing modules. 

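The matched genes of module 4 (116 of 121) had the highest mean pairwise correlation of the 13 modules, 0.336. It was 0.2 in module 8 (85 of 87 genes), 0.084 in module 1 (581 of 610) and 0.038 in module 7 (101 of 104), all above the 95th percentile of their random lists. In module 9 (16 of 17 genes) the mean correlation was -0.024, at percentile 25.2 of random lists. Because this mean keeps the sign, it does not show whether genes of module 9 change together in opposite directions.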

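The mean pairwise correlation was 0.089 in module 3 (183 of 189 genes matched), 0.082 in module 6 (119 of 125), 0.085 in module 10 (19 of 19) and 0.034 in module 13 (208 of 320). These values were at percentile 100, 100, 98 and 100 of their random lists.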

Module 3, 6, 10 and 13 were identified as complex disease-causing modules, which were involved in both diabetes-related functions and pathways and the physiological processes of vascular lesions.

**Fig 4:**
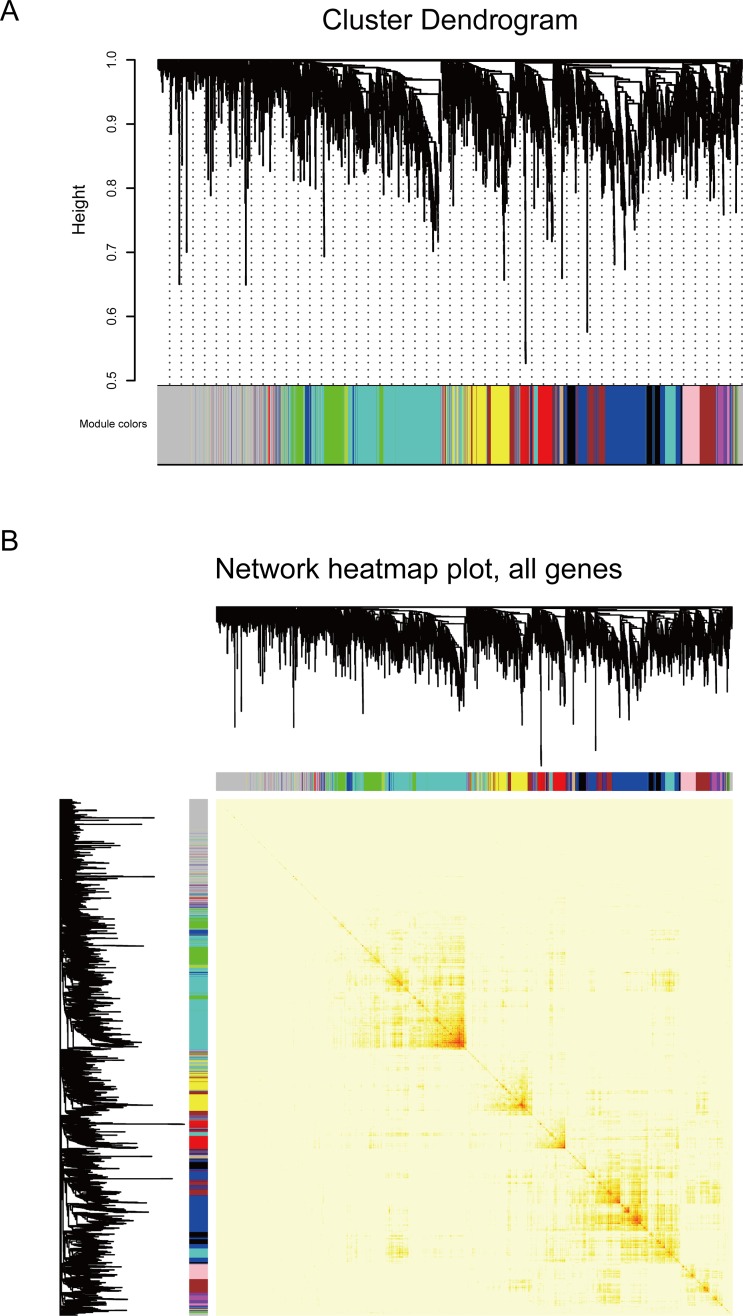
Co-expression analysis for mining function module. (A) Clustering dendrogram of genes. A total of 13 colors corresponding to 13 modules. X-axis represents gene and y-axis represents the height of the gene tree. (B) Heat map of the expression of the module gene. Light color represents low overlap and progressively darker red color represents higher overlap. Blocks of darker colors along the diagonal are the modules.

**Fig 5:**
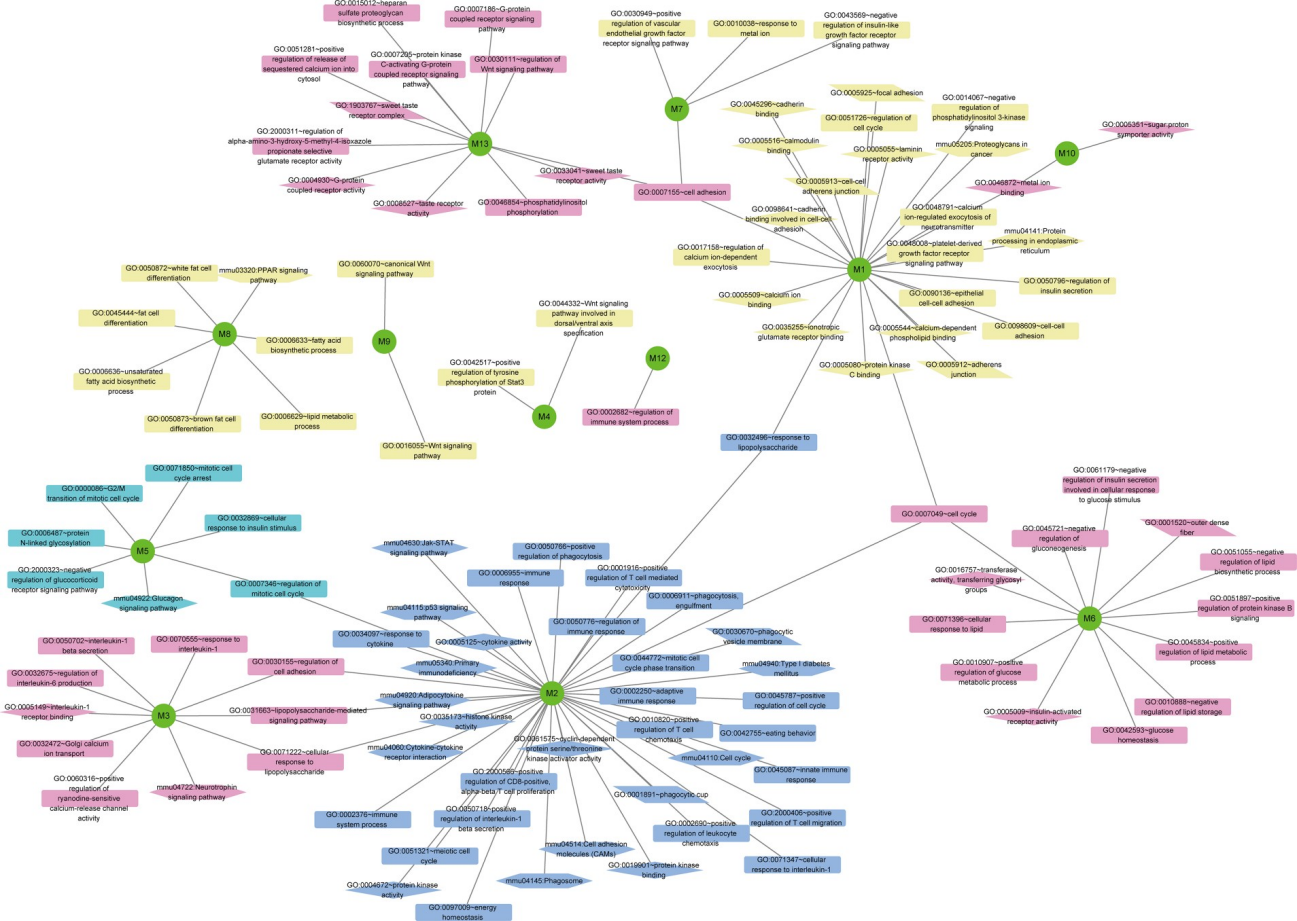
Functional and pathway enrichment of potential disease-causing modules. The green circle represents module, the rectangle represents the biological process of the GO function, the diamond represents the molecular function of the GO function, the parallelogram represents the cellular composition of the GO function, and the hexagon represents the KEGG pathway. Blue represents a type I diabetes-related functional pathway, cyan represents a type II diabetes-related functional pathway, yellow represents a major vascular disease-related functional pathway, and red represents a diabetic vascular lesion complex pathway.

In addition, we identified pivot regulators for these potential disease-causing modules (Fig 6) based on TF-target and ncRNA-associated interactions, including 83 TFs (S5 Table) and 256 ncRNAs (S6 Table). We found that some of these have been validated associated with diabetes. For example, EP300 can inhibit histone deacetylase (HDAC) to promote the development of diabetes [10]. NFKB1 can increase the susceptibility of type 2 diabetes and kidney disease [11,12]. RELA can suppress inflammation and improve insulin sensitivity, which significantly regulate type I and type II diabetes [13,14].MiR-101a can promote inflammatory cytokine-mediated beta-cell dysfunction to regulate the development and progression of type I diabetes [15]. MiR-141 can regulate the expression of islet transcription factors to control the differentiation of insulin-producing cells (IPCs) [16]. These pivot regulators play an important role in manipulating these potential disease-causing modules. Since regulatory factors can act to mediate disease progression by activating multiple potential pathogenic modules, the therapeutic strategies based on regulatory factors of drug targets can achieve more comprehensive and effective therapeutic effects.

**Fig 6:**
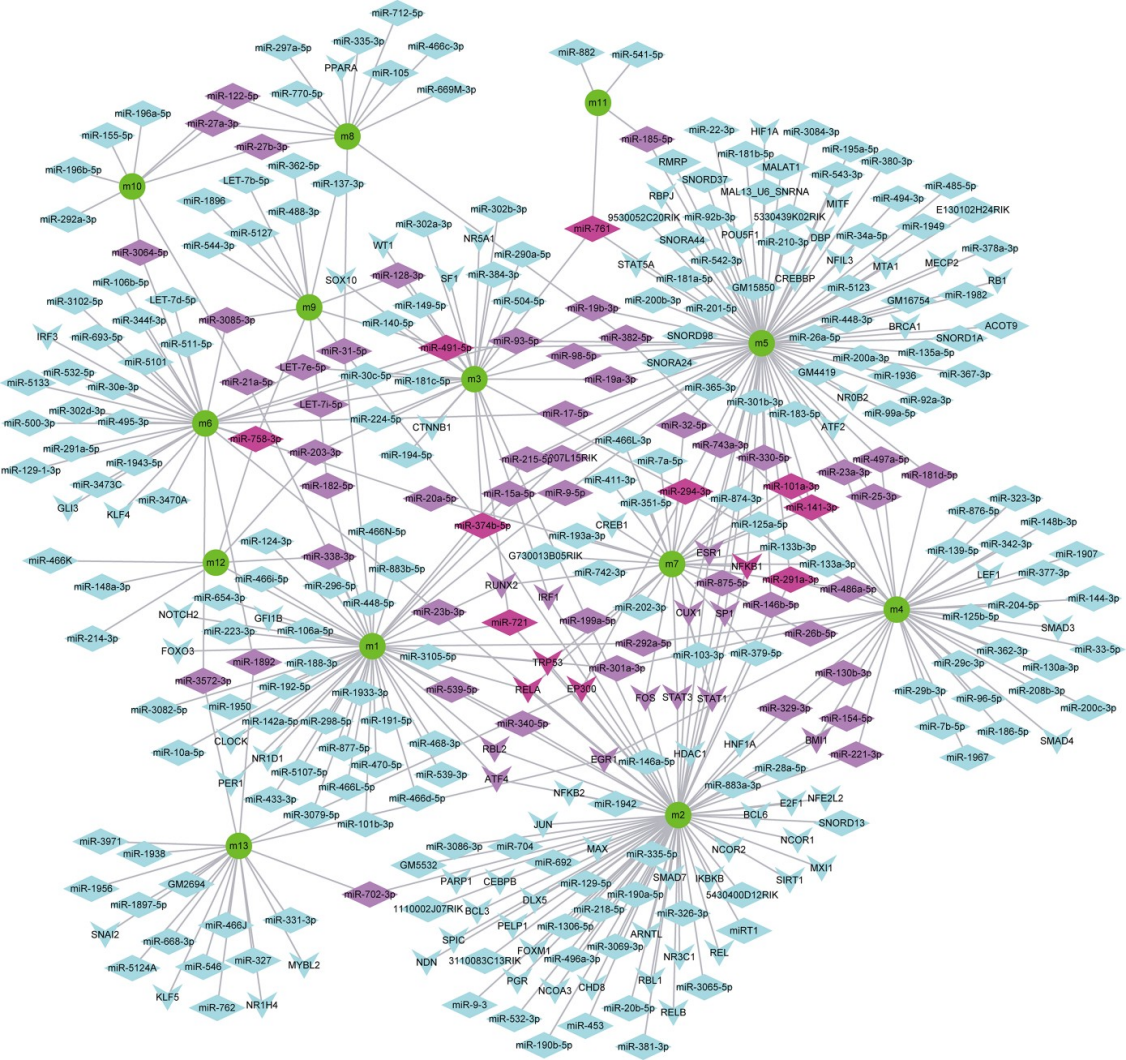
Regulation of ncRNAs and TFs on potential disease-causing modules. The green circle represents the potential disease-causing module, the diamond represents ncRNA, and the arrow shape represents the transcription factor (TF). The color from red to cyan represents the number of modules regulated by regulators (ncRNAs and TFs).

### Mechanism of SHENQI compound and rosiglitazone

Based on multi-factor mediated potential disease-causing modules and drug-target information, we identified potential drug for diabetes, including SHENQI compound and rosiglitazone (Fig 7, S7 Table). SHENQI compound targeted 688 genes. Among them, interferon regulatory factor 7 (IRF7) is a new strategy for the treatment of obesity and type 2 diabetes [17]. NEDD4Lis a key gene that associated with type 2 diabetes and cardiovascular continuous complications represented by ischemic heart disease (IHD) [18]. In addition, CDK7 is regulated by glucose in renal cells, which may become a potential target for the treatment of diabetic [19]. 

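The genes that the paper names as targets of SHENQI compound were selected through links to modules, and their own signal was compared with the macroangiopathy group in the comparison under which S7 Table lists them first. IRF7 (Irf7, Entrez gene 54123), with a probe on chromosome 7 of mm9 from 148450664 to 148451014, had a signal of 7.60 ± 0.08 (SD, n = 3 arrays) in macroangiopathy aorta, 7.45 ± 0.09 in yangyinyiqi aorta, 7.50 ± 0.03 in macroangiopathy skeletal muscle and 7.33 ± 0.07 in yangyinyiqi skeletal muscle on the log2 scale. Its log2 fold change in D vs C was -0.16 (standard error 0.04, unadjusted P value of 0.00308, adjusted p = 1, from 0.88 to 1 under the alternatives). The unadjusted P value of Irf7 was below 0.05 under 13 of 18 other settings and in 12 of 12 fits without 1 array. In the fit of all 42 arrays it was 0.477, and the adjusted p was below 0.05 under 0 of these settings. MCM8 (Mcm8, Entrez gene 66634), with 2 probes on chromosome 2, had a log2 fold change of 0.09 in B vs C (standard error 0.04, unadjusted P value of 0.0436, adjusted p = 0.999, from 0.844 to 1 under the alternatives). When 1 array was left out, the unadjusted P value of Mcm8 was below 0.05 only without array 3 of the macroangiopathy muscle, of the SHENQI aorta or of the SHENQI muscle, and without any of the 9 other arrays it lay between 0.0539 and 0.0907. With the batch term it was 0.11. CDK7 (Cdk7, Entrez gene 12572) and NEDD4L (Nedd4l, Entrez gene 83814) had log2 fold changes of -0.03 (standard error 0.04, adjusted p = 0.79) and 0.06 (standard error 0.11, adjusted p = 0.836) in E vs C, within the spread of the arrays, with adjusted p from 0.487 to 1 and from 0.566 to 1 under the alternatives that kept both tissues. In skeletal muscle alone the adjusted p was 0.175 for Cdk7 and 0.798 for Nedd4l.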

MCM8 has been shown to have a significant regulatory relationship with the prognosis and survival of pancreatic cancer [20]. Rosiglitazone targeted 613 genes, among them, PSMD3 is involved in regulating insulin signaling to mediate insulin resistance [21]. UBA52 is a diagnostic marker for diabetes [22], which may be a potential therapeutic target. PSMD3, a subunit of RNA polymerase, can induce the expression of Cox2, S100A4/FSP-1 and vimentin genes in renal, which contributes to diabetes-mediated chromatin turnover and promotes transcriptional changes in diabetic kidneys [23].

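For rosiglitazone, the signal of PSMD3 and of POLR2A, the gene of the largest subunit of RNA polymerase II, was compared between groups F and C. PSMD3 (Psmd3, Entrez gene 22123), a part of the proteasome with a probe on chromosome 11 of mm9 from 98557183 to 98557242, had a log2 fold change of -0.56 (standard error 0.14, unadjusted P value of 0.00206, adjusted p = 0.124). Its adjusted p ranged from 0.0939 to 1 under the alternatives that kept both tissues, and was 0.0333 in skeletal muscle alone. The signal was 13.18 ± 0.12 (SD, n = 3 arrays) in macroangiopathy aorta, 12.93 ± 0.06 in rosiglitazone aorta, 13.70 ± 0.11 in macroangiopathy skeletal muscle and 12.84 ± 0.36 in rosiglitazone skeletal muscle. The unadjusted P value of Psmd3 was below 0.05 under 16 of 17 other settings, all but the batch term. With slides 1, 3 and 11 as a batch term the log2 fold change of Psmd3 was -0.07. POLR2A (Polr2a, Entrez gene 20020) had a log2 fold change of 0.06 (standard error 0.07, unadjusted P value of 0.348, adjusted p = 0.762), and -0.30 with the batch term. Only with the batch term, in the opposite direction, was its unadjusted P value below 0.05. The adjusted p of Polr2a ranged from 0.284 to 1 under the alternatives.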

**Fig 7:**
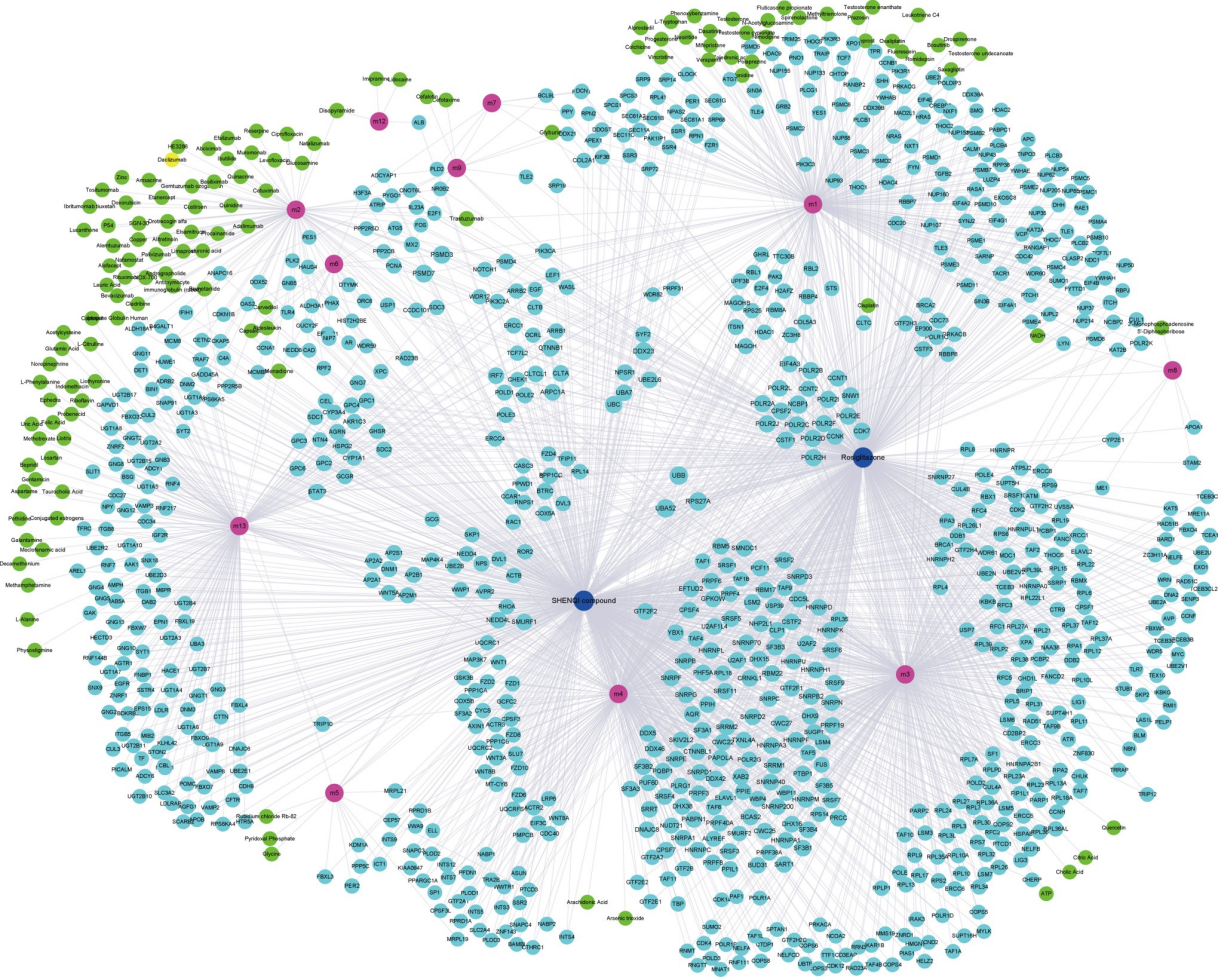
The significant relationships between drugs and modules. The red circle represents the module. The blue nodes represent the SHENQI compound and rosiglitazone and the green circle represent other potential drugs. The cyan node represents the potential targets of SHENQI compound and rosiglitazone.

In addition to SHENQI compound and rosiglitazone, bumetanide, disopyramide, glyburide, menadione, trastuzumab and other drugs also were identified (Fig 7, S8 Table). Bumetanide is a commonly used drug for the treatment of diabetes and plays an important role in vascular homeostasis and inflammation [24], suggesting it may be an effective treatment for diabetic vasculopathy. While disopyramide, glyburide, menadione and trastuzumab have been used in clinical diabetes treatment. These strongly support the scientific and objectivity of the potential disease-causing module theory in the study used to explore SHENQI compound and rosiglitazone drug therapy mechanism.

In addition, we also observed the possibility of pivot TFs as drug targets. 

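The signals of PER1, SMAD7 and DBP were compared between the macroangiopathy group and the yangyinyiqi or huoxue group. PER1 (Per1, Entrez gene 18626), a protein of the daily clock, is measured by a probe on chromosome 11 of mm9 from 68922878 to 68922937. Its signal on the log2 scale was 9.27 ± 0.28 (SD, n = 3 arrays) in macroangiopathy aorta, 9.77 ± 0.37 in yangyinyiqi aorta, 9.36 ± 0.46 in macroangiopathy skeletal muscle and 9.62 ± 0.20 in yangyinyiqi skeletal muscle. The log2 fold change of Per1 was 0.38 (standard error 0.17, unadjusted P value of 0.0521, adjusted p = 1, from 0.88 to 1 under the alternatives). Under 8 of 18 other settings its unadjusted P value was below 0.05. It was also below 0.05 without array 2 or 3 of the macroangiopathy muscle (0.0378 and 0.0239) and without array 2 of the yangyinyiqi aorta (0.0257) or muscle (0.0443). SMAD7 (Smad7, Entrez gene 17131), an inhibitor of TGF-beta signaling with a probe on chromosome 18 from 75555371 to 75555430, had a log2 fold change of -0.83 in E vs C (standard error 0.29, unadjusted P value of 0.0172, adjusted p = 0.257). The signal was 8.94 ± 0.16 in macroangiopathy aorta and 8.96 ± 0.51 in huoxue aorta. In skeletal muscle it was well above background on all 3 macroangiopathy arrays, at 8.52 ± 0.20, and on 0 of 3 huoxue arrays, where it was at least 2.85-fold lower. The difference between the tissues had an adjusted p = 0.0167. The alternative that moved this gene most was the authors' value table, with a log2 fold change of -3.13, and with slides 1, 3 and 11 as a batch term Smad7 had a log2 fold change of -0.36. The adjusted p of Smad7 ranged from 0.092 to 1 under the alternatives that kept both tissues. DBP (Dbp, Entrez gene 13170), a clock-controlled factor with a probe on chromosome 7 from 52965265 to 52965324, had a log2 fold change of 0.86 (standard error 0.33, unadjusted P value of 0.0231, adjusted p = 0.274, from 0.132 to 1 under these alternatives), with 0.36 in aorta and 1.37 in skeletal muscle. The unadjusted P value of Dbp was 0.0522 without array 2 of the macroangiopathy aorta, 0.0523 without array 1 of the huoxue muscle and 0.0915 with the batch term.

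**Figure D2:**
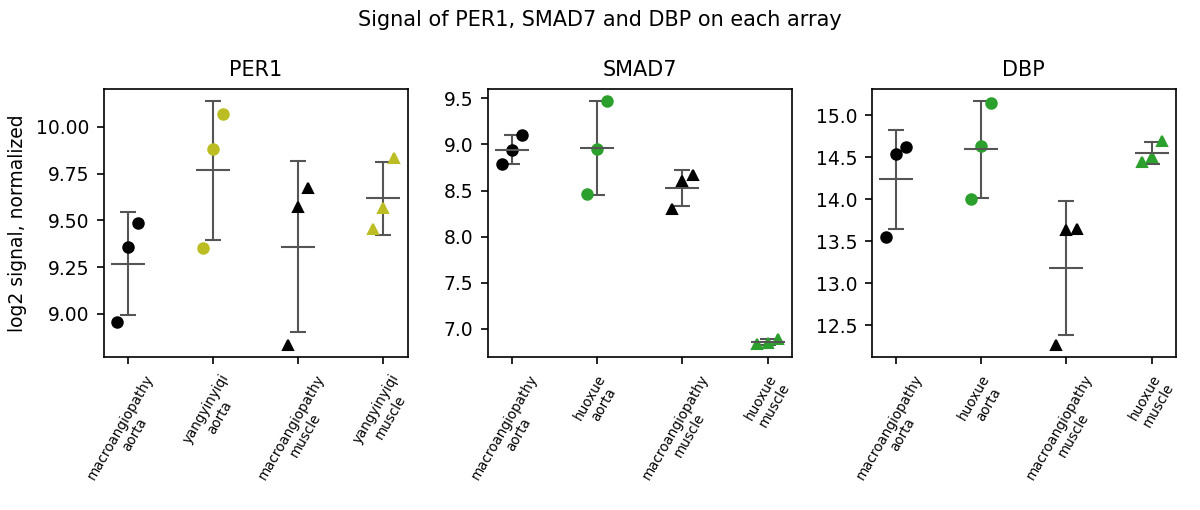
Normalized log2 signal (vertical axis) of PER1, SMAD7 and DBP on each array of the macroangiopathy and the treated group in aorta and skeletal muscle, with points for arrays and bars for the mean ± SD (n = 3). SMAD7 in skeletal muscle lies at 8.52 in the macroangiopathy group and near background after huoxue.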

By observing the differential expression of pivot TFs in the diabetic macroangiopathy model group and the corresponding treatment group, we identified the yangyinyiqi component of SHENQI compound to target PER1, while the huoxue component can target SMAD7 and DBP to reconcile potential pathogenic modules to inhibit disease progression. On the other hand, NFE2L2, MTA1, NR0B2, RB1 and MYBL2, which were potential targets of rosiglitazone, resulting in significant therapeutic efficacy.

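For rosiglitazone, MTA1 (Mta1, Entrez gene 116870) had a log2 fold change of -0.16 in F vs C (standard error 0.04, unadjusted P value of 0.00375, adjusted p = 0.156, from 0.132 to 1 under the alternatives). RB1 (Rb1, Entrez gene 19645) had a log2 fold change of 0.18 (standard error 0.05, unadjusted P value of 0.00316, adjusted p = 0.146, from 0.0814 to 1). The unadjusted P value of Rb1 was below 0.05 under 17 of 17 other settings and the adjusted p under 0. MYBL2 (Mybl2, Entrez gene 17865) had a log2 fold change of 0.24 (standard error 0.06, unadjusted P value of 0.00272, adjusted p = 0.14, from 0.107 to 1 with both tissues), and in skeletal muscle alone 0.37 (adjusted p = 0.0143). NFE2L2 (Nfe2l2, Entrez gene 18024) had a log2 fold change of 0.42 (standard error 0.18, unadjusted P value of 0.0396, adjusted p = 0.382, from 0.162 to 1 with both tissues), and in skeletal muscle alone 0.19 (adjusted p = 0.134). The unadjusted P value of Nfe2l2 was below 0.05 under 15 of 17 other settings and in 7 of 12 fits without 1 array. It was 0.0576 without array 1 of the macroangiopathy aorta, 0.0888 without array 2 and 0.0677 without array 3. Without array 1 of the macroangiopathy muscle it was 0.0579, and without array 3 of the rosiglitazone muscle 0.0614. NR0B2 (Nr0b2, Entrez gene 23957) was well above background on 0 of the 12 arrays and was not tested. With slides 1, 3 and 11 as a batch term, the log2 fold change was -0.07 for Mta1 and 0.05 for Mybl2, and 0.21 for Rb1 and 0.48 for Nfe2l2. Of 21 pairs of a gene and a comparison, 20 were tested, 11 had an unadjusted P value below 0.05, and limma called 0 after adjustment. The pairs hold genes that the Results name and POLR2A, which only the Discussion names. EP300, NFKB1 and RELA, which the Results name without a comparison, were read in A vs G and C vs A. From the differential expression of pivot transcription factors the paper concludes that the yangyinyiqi part targets PER1, that the huoxue part can target SMAD7 and DBP, and that the 5 factors named with rosiglitazone are its potential targets.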

## Discussion

At present, the treatment and research of diabetes and its complication are mainly based on blood sugar, but evidence indicates that the enhancement of hypoglycemic is not effective in reducing the incidence of the terminal event of large vessels. The clinical application of TCM SHENQI compound for 15 years has definite curative effect on preventing and treating diabetic macroangiopathy, and it also shows the function that cannot be achieved during the treatment of western medicine [9, 25, 26]. To systematically compare the treatment mechanisms of Chinese and Western medicines and emphasize the more significant and more comprehensive therapeutic effects of SHENQI compound, we performed a series of experiments and analysis. Results showed that mice treated with different drugs showed significant differences in behavioral performance, while similar in the physiological indicators and pathological morphology.

We then performed differential expression analysis and functional enrichment analysis. Related genes were mainly involved in immune system processes and inflammatory responses, which may be a potential mechanism of vascular endothelial cell swelling. In addition, they also regulated lipopolysaccharide-mediated signaling pathways, fatty acid catabolism and other functional pathways, causing abnormalities in physiological indicators. Autophagic cell death, negative regulation of G1/S transition of mitotic cell cycle and other autophagy and cell cycle-related signaling pathways are abnormal when diabetic mice develop macrovascular disease. As a result, the endothelial cells are severely edematous, and large-scale and continuous flaking occurs, causing the endometrium to exhibit a smooth condition. At the same time, the dysregulation of glycolipid metabolic signaling pathways such as gluconeogenesis, acetylglucosaminyl transferase activity, lipopolysaccharide-mediated signaling pathway, etc., increased the levels of carbohydrates and lipids in plasma. Moreover, SHENQI Compound and rosiglitazone can target and regulate related genes, thereby balancing the functions and pathways of these disorders to suppress and alleviate the corresponding symptoms. In addition, SHENQI compound has a significant regulatory effect on sensory perception such as olfaction and central nervous system, which helps to stabilize the patient’s mood, it also inhibits the development of vascular lesions by regulating the G protein-coupled receptor signaling pathway [4] and the positive regulation of phosphatidylinositol 3-kinase activity [9]. 

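Whether the treatments moved expression against the disease was read from a correlation across genes. The log2 fold changes of each treatment against the macroangiopathy group were set against those of diabetic against healthy mice, which share no array. Diabetic and healthy mice also differ in strain, and only the macroangiopathy model and its treated groups had the high-fat diet and L-NAME. Neither r nor the share of genes changed in the opposite direction can therefore separate a reversal of diabetes or macroangiopathy from strain. Pearson's r was -0.23 for SHENQI compound, -0.122 for the yangyinyiqi part, -0.269 for the huoxue part and -0.275 for rosiglitazone. Genes are not independent replicates, so each r was set against regroupings of the 12 arrays of the treatment comparison: 44, 61, 24 and 8 of 100 regroupings, in the same order, gave an r as far from 0. In skeletal muscle alone r was 0.071 for SHENQI compound, 0.102 for the yangyinyiqi part, -0.16 for the huoxue part and -0.23 for rosiglitazone, and in aorta alone -0.36, -0.225, -0.383 and -0.234. In aorta alone 1 of the 10 regroupings, the real one, was as far from 0 for SHENQI compound, and 5, 4 and 3 for the others, where 10 regroupings are too few to exclude chance. With slides 1, 3 and 11 as a batch term r was -0.203, -0.107, -0.243 and -0.291. Of the genes called in A vs G after adjustment and tested here, 431 of 651 changed in the opposite direction with SHENQI compound (66.2%), 363 of 651 with yangyinyiqi (55.8%), 396 of 650 with huoxue (60.9%) and 422 of 650 with rosiglitazone (64.9%). Regroupings of the arrays gave a share as far from equal in 22, 59, 32 and 17 of 100 cases.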

Rosiglitazone is involved in the Wnt signaling pathway, reverse regulation of the JAK-STAT cascade and heparin sulfate proteoglycan biosynthetic methods, which associated with the regulation of blood glucose 9[27–29]. In a word, SHENQI compound has a more comprehensive therapeutic effect, which not only effectively reduces the patient's blood glucose, but also has a significant inhibitory effect on vascular lesions. Moreover, the regulation of sensory and central system makes it effective in the clinical treatment of excitable patients. While the main role of rosiglitazone is to rapidly lower blood glucose and to reduce the incidence of vascular lesions.

To investigate the therapeutic mechanisms of SHENQI compound and rosiglitazone in depth, we identified 13 potential disease-causing modules and pivot regulators for these modules. The relationships between modules and pivot regulators may play an essential role in the occurrence and development of diabetic vasculopathy. For example, miR-101a can promote inflammatory cytokine-mediated beta-cell dysfunction, which influences the development and progression of type I diabetes [15]. MiR-141 has been reported is an important regulator of angiopathy and progressive renal disease [30,31]. Ke B *et al*. showed that APS-regulated miR-721-PPAR-γ-PI3K/AKT-GLUT4 signaling pathway attenuates TNF-α-induced insulin resistance [32], emphasizing the role of miR-721 in the regulation of diabetes and suggesting miR-721 may be potential drug target for SHENQI compound. Transcription factor EP300 can inhibit histone deacetylase (HDAC) to limit the development of pancreatic β-cells and α-cells, which influencing the development of diabetes [10,33]. NFKB1 can increases the susceptibility of type 2 diabetes and kidney disease [11,12]. Klotho-regulated serine (RELA) phosphorylation can negatively regulate the production of NF-κB-linked inflammatory proteins and upregulate the cAMP/PKA pathway, which suppressing inflammation and improving insulin sensitivity, significantly regulating type I and type II diabetes [13,14]. In conclusion, these pivot regulators mediating these potential disease-causing modules have important regulatory effects on diabetes and its complications of vascular disease, which may be potential drug target.

Further, we explored the therapeutic mechanism of SHENQI compound and rosiglitazone based on these potential disease-causing modules and drug-target information. The results showed that SHENQI compound can regulate the disease-causing module by targeting genes such as MCM8, IRF7, CDK7 and NEDD4L to exert comprehensive efficacy. MCM8 is involved in the regulation of DNA synthesis, regulating cell division in S phase, and has been shown to have a significant regulatory relationship with the prognosis and survival of pancreatic cancer [20]. Interferon regulatory factor 7 (IRF7) is identified as a novel cardiovascular stress inducer in pathologically stressed hearts and involved in the etiology of metabolic disorders, which becoming a new strategy for the treatment of obesity and type 2 diabetes [17,34]. CDK7, a putative thiol-related gene, is regulated by glucose in renal cells and exerts oxidative stress, which may become a potential target for the treatment of diabetic nephropathy [19]. NEDD4L is associated with type 2 diabetes and cardiovascular continuous complications represented by ischemic heart disease (IHD) [18,35]. While rosiglitazone mainly acts to rapidly lower blood sugar by targeting genes in modules, incluingPSMD3, UBA52 and POLR2A, etc. PSMD3 is involved in regulating insulin signaling to mediate insulin resistance and regulated by diet [21]. Ubiquitin ribosomal fusion protein (UBA52) is detected in urine of patients with diabetes, which is identified as a diagnostic marker for diabetes [22] and may be a potential therapeutic target. POLR2A, a subunit of RNA polymerase II (Pol II) can induce the expression of Cox2, S100A4/FSP-1 and vimentin genes in renal, which contributes to diabetes-mediated chromatin turnover and promotes transcriptional changes in diabetic kidneys [23].

The comparative analysis gives us an in-depth understanding of the therapeutic mechanisms of SHENQI compound and rosiglitazone. However, whether the disease-causing module theory is scientific? In addition to SHENQI compound and rosiglitazone, we also identified other drugs significantly associated with these modules. For example, bumetanide is a commonly used drug for the treatment of diabetes. It plays an important role in vascular homeostasis and inflammation [24]. Bumetanide is also an effective treatment for diabetes and vascular lesions. It has shown that drugs such as disopyramide, glyburide, menadione, etc. also have the function of regulating blood glucose and have been used for clinical treatment [36–38]. Trastuzumab has also been used to treat diabetes, but it has potential cardiotoxicity that is not conducive to reducing cardiovascular risk [39]. These suggest the investigation of the treatment mechanism based on the potential disease-causing modules is scientific and objective.

In addition, we have focused on the regulation of drugs on pivot TF to achieve a more comprehensive therapeutic effect. PER1, which has been verified to participate in the regulation of circadian rhythm, target by the yangyinyiqi component of SHENQI compound to mediates diabetes [40]. The huoxue component can inhibit TGF-β1 signaling by targeting SMAD7 to regulate the establishment and maintenance of mature pancreatic β cells, which is closely related to reversible diabetes [41]. On the other hand, rosiglitazone can not only activate NFE2L2 to protect cells from oxidative stress, but also play an important role in the prevention and treatment of diabetes and its complications [42]. And rosiglitazone can regulate the phosphatidylinositol 3-kinase/Akt signaling pathway and inhibit NPY gene expression in the hypothalamus though promoting the activation of RB1, which significantly reducing fasting blood glucose and improving glucose tolerance, have positive significance for the clinical treatment of diabetes [43].

In summary, this study developed a multi-factor mediated disease-causing modules map to deeply analyze the therapeutic mechanism of SHENQI compound and rosiglitazone. The two drugs showed significant differences in the treatment mechanisms and achieved different therapeutic effects. SHENQI compound has obvious advantages in stabilizing patient's mood and comprehensively treating complications of vascular lesions, while rosiglitazone has a great advantage in lowering blood sugar, but this advantage is relatively insignificant when compared with SHENQI compound. In addition, the relationships between drugs and pivot regulators still need more in-depth experiments to explore [44–47]. This will serve as our future research direction, aiming to comprehensively and in-depth explore and compare the therapeutic mechanisms of TCM SHENQI compound and Western medicine, and lays a theoretical foundation for the design and development of new drugs.

## Materials and methods

### Mice model and medicines

In this study, 90 male spontaneous type 2 diabetic KK/Ay mice with two random blood glucose levels ≥13.9 mmol/L and 15 male healthy mice aged C57BL/6 were tested, which aging 18-20-week-old. All mice were provided by the Experimental Animal Center of the Chinese Academy of Medical Sciences and Beijing Huayekang Biotechnology Co., Ltd. Seventy-five KK/Ay mice were randomly selected and daily drinking water and high-fat diet containing the nitric oxide synthase (NOS) inhibitor L-NAME (0.2 mg/ml) were given for 8 weeks to establish a model of diabetic macroangiopathy. The seventy-five mice were ranked according to their blood glucose levels from high to low, and they were randomly divided into diabetic macroangiopathy model group, SHENQI compound group, yangyinyiqi group, huoxue group and rosiglitazone group. The remaining 15 KK/Ay mice and 15 C57BL/6 healthy mice were classified as spontaneous diabetes group and C57 healthy group, respectively. Each group is processed according to the corresponding conditions (Table 1) for 8 weeks and observing the behavioral and histopathological features of each group of mice were observed, recording blood glucose, lipids and other physiological indicators. In addition, the skeletal muscle tissues of 3 mice were randomly collected in each group about 0.2–0.5g, and the aorta was about 0.1–0.3G. Subsequently, the sample RNA was extracted and the RNA level of all the samples was detected by Agilent 4*44k full expression microarray. In this experiment, all Chinese herbs were produced by the Department of Pharmacy, Affiliated Hospital of Chengdu University of Traditional Chinese Medicine, and rosiglitazone was produced by GlaxoSmithKline. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Chengdu University of Traditional Chinese Medicine.

**Table 1:** Processing conditions of each model group.

Groups	Drugs	Dosage	Administration	Time for drug
Healthy	Saline	5mg/kg·d	Gavage	8 w
Diabetic	Saline	5mg/kg·d	Gavage	8 w
Macroangiopathy	Saline	5mg/kg·d	Gavage	8 w
SHENQI	SHENQI	14.4g/kg·d	Gavage	8 w
Yangyinyiqi	Yangyinyiqi	11.7g/kg·d	Gavage	8 w
Huoxue	Huoxue	2.7g/kg·d	Gavage	8 w
Rosiglitazone	Rosiglitazone	1.33mg/kg·d	Gavage	8 w

SHENQI compound: rehmanniaglutinosa 10g, yam yam 10g, hawthorn 10g, raw radix 15g, ginseng 15g, salvia miltiorrhiza 10g, rhubarb 6g, trichosanthin 10g; yangyinyiqi formula: ginseng 15g, Astragalus 15g, rehmannia root 10g, trichosanthin 10g, hawthorn 10g, Huai Yam 10g; v formula: salvia miltiorrhiza 10g, rhubarb 6g. SHENQI compound extract: 1.44g of raw medicine per ml of extract, produced by the Department of Pharmacy, Affiliated Hospital of Chengdu University of Traditional Chinese Medicine, batch number: 20120817; yangyinyiqi formula extract: each ml extract containing 1.17g of raw medicine per ml of extract, produced by the Department of Pharmacy, Affiliated Hospital of Chengdu University of Traditional Chinese Medicine, batch number: 20120817; huoxue formula extract: 0.27g of raw medicine per ml of extract, produced by the Department of Pharmacy, Affiliated Hospital of Chengdu University of Traditional Chinese Medicine, batch number: 20120815.

### Differential expression analysis

First, background correction and normalization were performed on the resulting full-spectrum chip data (GSE121487) using the Background Correct function in the R language limma package [48–51]. Then, control probes and low-expression probes were filtered using the normalize between Arrays function quantile normalization. Finally, the differentially expressed genes of seven datasets were identified using the lmFit and eBayes functions of the R language limma package, with default parameters, p value < 0.05.

### Co-expression analysis

Based on the differentially expressed genes in diabetes and diabetic macroangiopathy group, weighted gene co-expression network analysis was performed using the R language package WGCNA [52].

### Pivot regulators analysis

Pivot regulators are TFs or ncRNAs significantly regulated modules. A regulator was defined as pivot regulators, if the regulators interacted with at least 2 genes and the number of interactors significant enriched for each module (hypergeometric tests, P value < 0.01). ncRNA-associated interactions in mouse were exacted form RAID 2.0 database (score > 0.5) [53], involving 2310 ncRNAs, 80343 interaction relationships. Transcription factor-target entries in mouse were exacted from the TRRUST v2 database [54], a total of 827 TFs and 7,057 interactions. And drug-target relationships were exacted from the Drug bank database [55].

### Functional and pathway enrichment analysis

The function and pathway enrichment analysis of this study were performed using the David Database [47], p value < 0.05.

## Supporting information

S1 Table Comparison of weekly mean blood glucose changes in each group. Compared with the normal group, ▲P <0.05, ▲▲P <0.01. Compared with the diabetic group, ★P <0.05, ★★P <0.01. Compared with the model group, ※P <0.05, ※※P <0.01.
(XLS) Click here for additional data file.

S2 Table Differentially expressed genes. (XLS) Click here for additional data file.

S3 Table Enrichment results of differentially expressed gene. (XLS) Click here for additional data file.

S4 Table Modular genes involved in the function and pathway. (XLS) Click here for additional data file.

S5 Table Pivot prediction results for ncRNA. (XLS) Click here for additional data file.

S6 Table Pivot prediction results for TF. (XLS) Click here for additional data file.

S7 Table Therapeutic effects of SHENQI compound and rosiglitazone on the module. (XLS) Click here for additional data file.

S8 Table Pivot prediction results for drug. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

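Total RNA of aorta and skeletal muscle from 3 mice in each of 7 groups was hybridized by the authors to 42 single-colour Agilent mouse arrays, 1 array per sample, on 11 slides with room for 4 arrays each. The deposited scanner output of each array gives the intensity of 45018 spots, 1639 of them controls, as the median over the pixels of the spot and of its local background before any correction, the processed signal of Feature Extraction 10.7.3.1, and marks for spots well above background and for irregular spots. In 8 files all columns are present and in 34 a shorter set, so the median intensity was used for all arrays in place of the mean, which the shorter files lack. The authors also deposited a table of log2 values for 41267 probes. Its columns have the same quantiles, and within each array their order is that of the processed signal (Spearman correlation from 0.9998 to 1), which was tested on the files. Each array was assigned to its group, tissue and replicate number from the sample labels alone.

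The intensities were corrected with the normexp method of limma 3.58.1 with an offset of 0, quantile normalized over the 42 arrays and put on the log2 scale, in R 4.3.3 with data.table 1.17.8. Control spots were left out before normalization, irregular spots were set to missing after it, spots of a probe were averaged, and the probes of a gene symbol were averaged, which gave 41174 probes, 34896 with a gene symbol, and 21163 genes. A gene was tested in a comparison when a probe was well above background on all 3 arrays of at least 1 of the 4 sets of arrays compared. Between 18784 and 27093 probes per array were well above background, with a median of 25374 in aorta and 21943 in skeletal muscle.

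The 7 comparisons were A vs G, C vs A, C vs G and each treatment against the macroangiopathy group (B, D, E and F vs C). Each was fitted with lmFit and eBayes on its 12 arrays with tissue as a term, and genes were counted at an unadjusted P value below 0.05, the threshold of the paper's methods, and at a Benjamini-Hochberg adjusted P value below 0.05. Differences between the tissues were tested with an interaction term. A list of 44 target genes of PPAR nuclear receptors was tested in F vs C with camera (preset correlation 0.01), with fry and with an estimated correlation. Olfactory receptor genes were counted in a fit without the filter, with Wilson intervals of 95%. Treatment changes were correlated with those of A vs G, overlaps were compared with 100 simulations, and the modules of S4 Table with 1000 random lists. Genes of the functions that the paper names were taken from S3 Table. The fit was tested on simulated data with 200 genes changed, of which 75% to 92.5% were recovered and in which 0 false interactions were called. The noise was drawn independently for each gene and without slide effects, so these values do not give the error rates on the arrays. Tables and figures were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

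The genes named were fixed by a rule: every gene that the Results name with a comparison, the nonagouti gene and Lep as checks on the labels, and in each comparison the 3 largest increases and 3 largest decreases among the genes that passed after adjustment with the same direction and no overlap of arrays in both tissues. Counted with the first of these were POLR2A, which only the Discussion names, and EP300, NFKB1 and RELA, which the Results name without a comparison. Results for 3 genes, and for 4 short function lists of S3 Table that hold them, are not reported here. The alternatives were normexp with an offset of 50, subtraction of the local background, the processed signal scaled to the 75th percentile, quantile normalization within tissue, no filter and a stricter filter, the brightest probe of a gene, no tissue term, each tissue alone, all 42 arrays in a fit with 14 means, slide as a random or fixed block, the authors' value table, eBayes with trend and robust options, replicate number as a block, and each array left out in turn. For modules, the power, the height, the smallest size and tissue means were varied. The terms of the fit, filter and thresholds, these alternatives, the rule, the PPAR target list and the marker lists of tissues were written before the data were examined. The written plan named the mean intensity and did not name the masking of irregular spots, so both departures from it were settled once the files had been opened. Clock gene lists and the tests of explanations were written later, for patterns that had been seen, as were a fit of all 42 arrays with slides 1, 3 and 11 as a batch term, a fit of the authors' values without filter or tissue term, and interactions in the fit of all 42 arrays, which were chosen after the values were seen. Most predictions for the explanations were written before the value of their own test was known, and the rest after. The paper's methods name WGCNA without parameters and that package was not installed, so modules were formed by average linkage of topological overlap at a single height, and the drug-target and regulator databases were not analysed here. The behaviour, blood and tissue sections of the mice were not analysed here. Marker lists for white and brown adipocytes, skeletal, smooth and cardiac muscle, mesothelium, erythroid cells, B and T cells and Schwann cells or neurons, and lists of clock genes of the morning and evening arms, were written by hand. S2 Table was held only in part, with its first 1997 lines.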

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

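The tests of a batch shared by slides 1, 3 and 11, the fit with these slides as a batch term, the interactions in the fit of all 42 arrays and the correlation with level in the processed signal were chosen after the results were seen. The tests of slide, signal, probes and RNA quality were also prompted by the pattern in huoxue skeletal muscle, with predictions written before the value of each test was known.

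In 4 comparisons an interaction term called genes whose change differed between aorta and skeletal muscle: 18 in A vs G, 49 in C vs G, 638 in E vs C and 388 in F vs C after adjustment. In C vs A, B vs C and D vs C limma called 0, with 710, 295 and 239 genes at an unadjusted P value below 0.05. Leaving out 1 array moved these counts. In A vs G the count was 139 without healthy aorta 1, 10 without healthy muscle 1, 4 without diabetic aorta 1, 10 without diabetic aorta 2, 3 without diabetic aorta 3, 1 without diabetic muscle 1, 4 without diabetic muscle 2 and 1 without diabetic muscle 3. For C vs G it was 378 without healthy aorta 1, 269 without healthy aorta 2, 22 without healthy aorta 3, 10 without healthy muscle 1, 125 without healthy muscle 2, 7 without macroangiopathy aorta 2, 8 without macroangiopathy aorta 3, 1 without macroangiopathy muscle 1, 11 without macroangiopathy muscle 2 and 18 without macroangiopathy muscle 3. For E vs C it was 425 without macroangiopathy aorta 1, 262 without macroangiopathy aorta 2, 363 without macroangiopathy aorta 3, 255 without macroangiopathy muscle 1, 321 without macroangiopathy muscle 2, 414 without macroangiopathy muscle 3, 341 without huoxue muscle 1, 282 without huoxue muscle 2 and 389 without huoxue muscle 3. For F vs C it was 111 without macroangiopathy aorta 2, 229 without macroangiopathy aorta 3, 49 without macroangiopathy muscle 1, 90 without macroangiopathy muscle 2, 254 without rosiglitazone aorta 2, 177 without rosiglitazone muscle 1, 184 without rosiglitazone muscle 2 and 208 without rosiglitazone muscle 3, and for B vs C 1 without SHENQI aorta 3. Each count was compared with 100 splits of the 12 arrays, the real one included. As many genes were found in 8 splits in A vs G, 4 in C vs G, 8 in E vs C and 2 in F vs C. A split of C vs G that is not the real one gave 1352 genes. Counts as large were rarer in C vs G and F vs C than in A vs G and E vs C. These shares are not corrected for the number of counts compared, so chance is not excluded in any of these 4 comparisons. In C vs A, B vs C and D vs C the real count is 0, so all 100 splits gave as many by construction and nothing follows from them. All 8 splits of E vs C and both of F vs C that gave as many genes put the 3 skeletal muscle arrays of slides 3 and 11 into 1 group, and 1 of the 8 of A vs G, not the real one, put the 3 aorta arrays of slide 1 into 1 group. The interaction with slides 1, 3 and 11 as a batch term called 6 genes in E vs C, 2 in F vs C, 397 in A vs G and 918 in C vs G. The fit of all 42 arrays without this term called 32, 5, 284 and 707, so most of the fall in E vs C and F vs C goes with the form of the fit.

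Skeletal muscle alone gave 4732 genes after adjustment in E vs C and 1637 in F vs C, against 0 and 0 in aorta (limma, 423 and 1281 at an unadjusted P value below 0.05). In F vs C the tissues had a correlation of -0.221 across genes. With the batch term aorta had more genes at an unadjusted P value below 0.05 than skeletal muscle, 1370 against 887. The median standard error was then 0.136 in aorta and 0.17 in skeletal muscle, against 0.145 in both without the term. The changes in aorta had a correlation of 1 with those without the term. These counts therefore do not show whether aorta takes part in that difference. All macroangiopathy aorta arrays lay on slide 6 and all rosiglitazone aorta arrays on slide 10, so slide and treatment cannot be told apart there. Slide 11 as a cause on its own stays open: the rosiglitazone skeletal muscle array of slide 11 minus those of slide 3 had a correlation of 0.206 across genes with the huoxue minus macroangiopathy profile, inside the range of -0.301 to 0.282 between single arrays of groups that lay on a single slide, and a value from 1 array excludes nothing. The median intensity was 65 to 75 on huoxue and 69 to 75 on rosiglitazone skeletal muscle arrays, and at least 79.5 on those of other groups. Lower signal on the huoxue skeletal muscle arrays would tie the change to the level of a gene. The Spearman correlation of the change with the mean level was 0.141, but quantile normalization removes such a tie, so this value excludes nothing. For the processed signal scaled to the 75th percentile it was 0.098 among genes above the filter, while 422 of 429 olfactory receptor genes called in E vs C were higher, so lower signal stays open. Degraded RNA or shorter labelled products would lower upstream probes, and the upstream probe was the lower in 50% of gene pairs. An effect on single probes remains open: the changes of 2 probes of a gene had a correlation of 0.089 in E vs C and 0.14 in F vs C, against 0.499 in A vs G skeletal muscle. A batch shared by slides 1, 3 and 11 is a candidate explanation: the healthy skeletal muscle arrays of slide 3 minus that of slide 4 had a correlation of 0.41 with the huoxue profile, and the score of the genes that set the huoxue and rosiglitazone muscle arrays apart was higher on slide 1 than on other slides by at least 0.871 within each of the diabetic, SHENQI and healthy aorta groups. Of 194 probes with the largest huoxue changes, 89.7% had the same sign in that difference between healthy arrays. All huoxue and rosiglitazone skeletal muscle arrays lay on slides 3 and 11 and no macroangiopathy array did, so within those slides no value for these comparisons can be had. With the batch term, which takes its size from the other groups, 19 genes passed after adjustment in E vs C skeletal muscle, against 770 in the fit of all 42 arrays without it, and 8 against 41 in F vs C. An effect of huoxue or rosiglitazone on skeletal muscle that aorta lacks stays open and was not tested apart from this batch.

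For A vs G and C vs G the batch term left more genes that differ between the tissues, 397 and 918 against 284 and 707 in the same fit without it, so these slides as the whole source are argued against. The healthy mice are of another strain and had another diet than the macroangiopathy mice, and a strain effect that differs between tissues stays open and was not tested.

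SMAD7 in E vs C differed between the tissues with an adjusted p = 0.0167, with a log2 fold change of 0.02 in aorta and -1.67 in skeletal muscle, where it was well above background on 0 of 3 huoxue arrays and at least 2.85-fold lower. With the batch term the log2 fold change of Smad7 over both tissues was -0.36 in place of -0.83, so part of the difference may come from the batch. An effect of huoxue in skeletal muscle alone stays open.

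1700020D05Rik in C vs G differed between the tissues with an adjusted p = 0.0362, with a log2 fold change of 1.78 in aorta and 3.33 in skeletal muscle. In A vs G the same interaction had an adjusted p = 0.209. Every array of the macroangiopathy group was higher than every healthy array in both tissues. No explanation of this gene was tested, and a strain difference stays open.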

How the results depend on the processing

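The fits with slides 1, 3 and 11 as a batch term, with the authors' values without filter or tissue term, and the interactions in the fit of all 42 arrays were chosen after the results were seen. Smad7 in E vs C changed its sign in aorta alone (0.02), and the olfactory receptor genes called in C vs A, 35 higher and 12 lower, were 34 higher and 63 lower with the processed signal. The number of the 13 modules of S4 Table above their random lists was 11 in the text, and 12 with tissue means removed, 12 in aorta alone and 10 in skeletal muscle alone. Of the counts at an unadjusted P value below 0.05, 79 values under the alternatives chosen in advance lay within 1.5 times the value given in the text and 27 did not, and of the counts after adjustment 69 did and 37 did not. The genes named in the text kept their direction and their side of the threshold in 523 cases under those alternatives, passed the threshold no longer in 82 and newly in 5, and moved by more than their spread in 13. The values that did not hold are given by alternative, each beside values in the text of 3168 in A vs G, 756 in C vs A, 3688 in C vs G, 417 in B vs C, 558 in D vs C, 2266 in E vs C and 1924 in F vs C for counts at an unadjusted P value below 0.05, and of 660, 0, 777, 0, 0, 2 and 28 after adjustment in limma. The interaction counts in the text are 18, 0, 49, 0, 0, 638 and 388 in the same order, and the percents of olfactory receptor genes called 2.29%, 5.13%, 5.45%, 3.27%, 2.94%, 10.36% and 7.2%. In the text the shared genes are 38 for B and D, 136 for B and E, 111 for B and F, 196 for D and E, 151 for D and F and 1064 for E and F, the correlation with the disease is -0.23 in B vs C and -0.122 in D vs C, and the mean of the PPAR target list is 0.077.

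Without a tissue term, the count at an unadjusted P value below 0.05 was 1826 in A vs G, 195 in C vs A, 2112 in C vs G, 82 in B vs C, 93 in D vs C, 652 in E vs C and 556 in F vs C. The count after adjustment was 195 in A vs G, 221 in C vs G, 0 in E vs C and 0 in F vs C. The percent of olfactory receptor genes called was 3.49% in C vs A, 0.76% in B vs C, 1.2% in D vs C, 4.69% in E vs C and 3.27% in F vs C. The number of shared genes was 5 for B and D, 14 for B and E, 15 for B and F, 24 for D and E, 17 for D and F and 271 for E and F. In aorta alone, the count at an unadjusted P value below 0.05 was 1739 in A vs G, 248 in D vs C, 423 in E vs C and 1281 in F vs C. The count after adjustment was 14 in A vs G, 25 in C vs G, 0 in E vs C and 0 in F vs C. The percent of olfactory receptor genes called was 0.65% in A vs G, 2.07% in B vs C, 1.31% in D vs C, 2.94% in E vs C and 1.31% in F vs C. The number of shared genes was 20 for B and D, 27 for B and E, 40 for B and F, 36 for D and E, 50 for D and F and 234 for E and F. In skeletal muscle alone, the count at an unadjusted P value below 0.05 was 1203 in C vs A, 6721 in E vs C and 4516 in F vs C. The count after adjustment was 3 in C vs A, 484 in C vs G, 4732 in E vs C and 1637 in F vs C. The percent of olfactory receptor genes called was 1.2% in A vs G, 1.96% in C vs A, 3.71% in C vs G, 0.76% in B vs C, 12.76% in E vs C and 13.09% in F vs C. The number of shared genes was 96 for B and D, 266 for B and E, 218 for B and F, 373 for D and E, 313 for D and F and 3757 for E and F. The correlation with the disease was 0.071 in B vs C and 0.102 in D vs C. These fits differ by construction in the arrays they use or in leaving the difference between tissues in the residual.

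In the fit of all 42 arrays, the count at an unadjusted P value below 0.05 was 5164 in A vs G, 320 in C vs A, 5620 in C vs G, 209 in B vs C, 138 in D vs C and 1231 in F vs C. The count after adjustment was 3194 in A vs G, 3523 in C vs G, 27 in E vs C and 5 in F vs C. The interaction count was 284 in A vs G, 707 in C vs G, 32 in E vs C and 5 in F vs C. With slide as a random block, the count at an unadjusted P value below 0.05 was 4815 in A vs G, 183 in C vs A, 165 in B vs C, 129 in D vs C, 1382 in E vs C and 862 in F vs C. The count after adjustment was 2805 in A vs G, 2604 in C vs G, 9 in E vs C and 0 in F vs C. With slide as a fixed block, the count at an unadjusted P value below 0.05 was 315 in D vs C. The count after adjustment was 7 in D vs C. With the replicate number as a block, which pairs the arrays, the count after adjustment was 306 in A vs G, 125 in C vs G, 0 in E vs C and 0 in F vs C. The fits of all 42 arrays estimate the residual from all groups. Slide as a fixed block could be fitted for D vs C only. The replicate numbers did not pair the arrays: in 0 of 14 comparisons and tissues did every pair correlate above 0.1.

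With the local background subtracted, the count after adjustment was 0 in E vs C and 1 in F vs C. The percent of olfactory receptor genes called was 5.34% in A vs G, 9.71% in C vs A, 9.49% in C vs G, 6.22% in B vs C, 6% in D vs C, 16.03% in E vs C and 12.32% in F vs C. With the processed signal scaled to the 75th percentile, the count after adjustment was 0 in E vs C and 2 in F vs C. The interaction count was 3 in A vs G and 11 in C vs G. The percent of olfactory receptor genes called was 10.58% in C vs A, 7.31% in C vs G, 5.13% in B vs C, 1.96% in D vs C and 46.78% in E vs C. With the authors' value table, the count after adjustment was 0 in E vs C and 0 in F vs C. The interaction count was 7 in A vs G, 12 in C vs G, 1 in B vs C and 213 in F vs C. The percent of olfactory receptor genes called was 7.2% in C vs A, 9.16% in C vs G, 19.08% in E vs C and 10.03% in F vs C. With the brightest probe of a gene, the count after adjustment was 0 in E vs C and 74 in F vs C. With the trend and robust options, the count after adjustment was 0 in E vs C and 1 in F vs C. With a normexp offset of 50, the count after adjustment was 43 in F vs C. Without the filter, the count after adjustment was 47 in F vs C. The number of shared genes was 58 for B and D. With the filter of the other results, the percent of olfactory receptor genes called was 3.51% in A vs G, 10.71% in C vs A, 11.86% in C vs G, 6.03% in B vs C, 19.51% in E vs C and 13.21% in F vs C. The cause of these differences was not tested. A height of 0.95 gave 5 modules in place of 1.

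With slides 1, 3 and 11 as a batch term, chosen after seeing the data, the count at an unadjusted P value below 0.05 was 4756 in A vs G, 329 in C vs A, 232 in B vs C, 192 in D vs C, 756 in E vs C and 1159 in F vs C. The count after adjustment was 2860 in A vs G, 2169 in C vs G, 5 in E vs C and 2 in F vs C. The interaction count was 397 in A vs G, 918 in C vs G, 6 in E vs C and 2 in F vs C. The number of shared genes was 18 for B and D, 50 for B and E, 60 for B and F, 50 for D and E, 48 for D and F and 335 for E and F. The mean log2 fold change of the PPAR target list was -0.002. With the authors' values, no filter and no tissue term, also chosen after seeing the data, the count at an unadjusted P value below 0.05 was 390 in C vs A, 202 in B vs C, 145 in D vs C, 960 in E vs C and 661 in F vs C. The count after adjustment was 178 in A vs G, 221 in C vs G, 0 in E vs C and 0 in F vs C. The percent of olfactory receptor genes called was 1.85% in B vs C, 1.09% in D vs C, 7.85% in E vs C and 3.93% in F vs C. The number of shared genes was 7 for B and D, 27 for B and E, 23 for B and F, 40 for D and E, 28 for D and F and 286 for E and F. The fit of all 42 arrays without the batch term moves many of these counts as far, so not all of a difference goes with the batch. The part of the batch in these differences was tested only as far as the correlation of 0.41 and the score difference of 0.871 go.

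With each array left out in turn, the count at an unadjusted P value below 0.05 ranged from 234 to 651 in B vs C, with 234 without macroangiopathy aorta 2 and 651 without SHENQI aorta 3, and from 376 to 843 in D vs C, with 843 without yangyinyiqi aorta 2. After adjustment the range was 278 to 922 in A vs G, with 427 without healthy aorta 3, 389 without healthy muscle 1, 278 without diabetic aorta 2, 319 without diabetic aorta 3, 284 without diabetic muscle 1, 349 without diabetic muscle 2 and 284 without diabetic muscle 3. In C vs G it was 350 to 1262, with 1262 without healthy aorta 2, 490 without healthy aorta 3, 497 without macroangiopathy aorta 1, 379 without macroangiopathy aorta 2, 395 without macroangiopathy aorta 3, 350 without macroangiopathy muscle 1, 450 without macroangiopathy muscle 2 and 443 without macroangiopathy muscle 3. In E vs C it was 0 to 47, with 1 without macroangiopathy aorta 1, 0 without macroangiopathy muscle 3, 15 without huoxue aorta 1, 1 without huoxue aorta 2, 47 without huoxue aorta 3, 0 without huoxue muscle 1, 0 without huoxue muscle 2 and 0 without huoxue muscle 3. In F vs C it was 1 to 59, with 59 without macroangiopathy aorta 1, 1 without macroangiopathy aorta 2, 1 without macroangiopathy aorta 3, 1 without macroangiopathy muscle 1, 6 without macroangiopathy muscle 2, 1 without macroangiopathy muscle 3, 2 without rosiglitazone aorta 1, 4 without rosiglitazone aorta 2, 8 without rosiglitazone muscle 1, 1 without rosiglitazone muscle 2 and 1 without rosiglitazone muscle 3. The interaction count ranged from 1 to 139 in A vs G, from 1 to 378 in C vs G, from 0 to 1 in B vs C, from 255 to 840 in E vs C and from 49 to 548 in F vs C. The mean log2 fold change of the PPAR target list ranged from -0.045 to 0.213, with 0.178 without macroangiopathy aorta 1, -0.028 without macroangiopathy aorta 3, 0.213 without rosiglitazone aorta 1, -0.045 without rosiglitazone aorta 2 and 0.115 without rosiglitazone muscle 3. The cause of the changes on leaving out an array was not tested.

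The signal over background limits which genes were read: the stricter filter leaves no value for SMAD7, the nonagouti gene, Lep, LOC100504785, Mup1 and Mup4, and NR0B2 was read only without the filter. The 3 huoxue skeletal muscle arrays and the rosiglitazone skeletal muscle array of slide 11 had the fewest probes well above background, 18784 to 19993.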

Differences from the paper's values

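For C vs A the paper's S2 Table lists 393 genes, against 756 here at the same unadjusted threshold. Of 15 alternatives set before the data were examined, the difference is within 1.5-fold for the stricter filter, aorta alone and all 42 arrays and not for the others, and of the 12 fits without 1 array it is so only without array 2 of the macroangiopathy aorta. For B vs C, the paper's number is about 210 in Fig 2, read by eye, against 417 here, and it is reached within 1.5-fold with the stricter filter, aorta alone, all 42 arrays, slide as a random block and replicate number as a block, the other 10 of 15 not, and without array 2 of the macroangiopathy aorta. For D vs C it is about 140 in Fig 2, read by eye, against 558, and 2 of 16 alternatives reach it, all 42 arrays and slide as a random block. For E vs C it is about 970 in Fig 2, read by eye, against 2266, and for F vs C about 670 against 1924, and in both 2 of 15 alternatives reach it, no tissue term and slide as a random block.

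The shared genes in Fig 2, read by eye, are about 7 for B and D against 38 here, about 28 for B and E against 136, about 23 for B and F against 111, about 41 for D and E against 196, about 29 for D and F against 151 and about 290 for E and F against 1064. Of 7 alternatives set before the data were examined, the paper's number is reached without a tissue term for B and D and for E and F, in aorta alone for B and E, D and E, and E and F, and under none for B and F and for D and F.

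With the authors' values, no filter and no tissue term, a setting chosen after seeing the values, the counts are 390, 202, 145, 960 and 661 in C vs A, B vs C, D vs C, E vs C and F vs C, and the shared genes 7, 27, 23, 40, 28 and 286 in the order given above. This setting drops 2 of the 352 matched genes of the part of S2 Table for groups A and C, and of the matched genes that S3 Table lists it drops 0 of 94 in B vs C, 0 of 87 in D vs C, 1 of 478 in E vs C and 3 of 375 in F vs C. Only the first 1997 lines of S2 Table were held, which end within the list of A vs G.

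The paper's number of modules is 13, against 1 here, and none of 4 alternatives set before the data were examined reaches it. The study's S2 Table gives a log2 fold change of 6.61 for the nonagouti gene (A) in A vs G and 4.62 for LEP. The values here, 2.52 and 1.25, stand over healthy arrays near background (0 of 6 well above it for the nonagouti gene, 1 of 3 in each tissue for Lep), so they rest on a signal near background and are not comparable in size. Of 14 alternatives set before the data were examined, the processed signal scaled to the 75th percentile and the authors' value table reach the paper's values for both genes and the others do not. For NFKB1 the paper's S2 Table gives a log2 fold change of -0.416 in A vs G, against -0.20 here, and 4 of 15 alternatives reach it: local background subtracted, the processed signal scaled to the 75th percentile, the brightest probe and the authors' value table.

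The paper names smell, sweet taste, protein kinase C, maturity onset diabetes and Wnt regulation for diabetes and cadherin binding and cell adhesion for macroangiopathy, while S3 Table and Fig 3 list the former under groups A and C and the latter under groups A and G. In C vs A, 3 of 35 tested genes of cadherin binding and 0 of 10 of positive regulation of cell adhesion had an unadjusted P value below 0.05 in limma. The paper names PER1 as changed by yangyinyiqi, and here Per1 had an unadjusted P value of 0.0521 in D vs C. It was below 0.05 with the local background subtracted, the processed signal, the stricter filter, no tissue term, all 42 arrays, the authors' value table, the trend and robust options, and the authors' values without filter or tissue term, a setting chosen after seeing the values. It was also below 0.05 without macroangiopathy muscle 2 (0.0378) or 3 (0.0239), yangyinyiqi aorta 2 (0.0257) or yangyinyiqi muscle 2 (0.0443). The paper names NR0B2 with rosiglitazone, and here Nr0b2 was below the filter and had an unadjusted P value of 0.0565 without the filter. Under the setting chosen after seeing the values its unadjusted P value was 0.0295. The paper proposes that SHENQI compound acts on polysaccharide synthesis and the central nervous system, and no function with such a name was found among those that S3 Table lists for B vs C.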

Other observations

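The tests of the mouse strain, of pooled tissues in S2 Table, of the batch of slides 1, 3 and 11, of dim probes among olfactory receptor genes, and the splits for olfactory receptor genes were chosen after the results were seen. The tests of clock phase and attached tissue were prompted by patterns in the values, with predictions written before the value of each test was known.

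Each count was compared with 100 of the 200 splits of the 12 arrays within tissue into groups of the same sizes, the real split included. At an unadjusted P value below 0.05, as many genes were called in 2 splits for A vs G, 38 for C vs A, 1 for C vs G, 62 for B vs C, 53 for D vs C, 12 for E vs C and 5 for F vs C. After adjustment the numbers were 1 for A vs G, 1 for C vs G, 7 for E vs C and 2 for F vs C, and 100 by construction where the real count is 0. For the adjusted count of A vs G and both counts of C vs G, the real split alone gave as many genes, which argues against chance. For the unadjusted count of A vs G and the adjusted count of F vs C, the real split was 1 of 2. Chance is not excluded for either count of E vs C or F vs C, or for the unadjusted counts of C vs A, B vs C and D vs C. The shares are not corrected for the number of counts compared. All splits of E vs C and F vs C that gave as many genes put the 3 skeletal muscle arrays of slides 3 and 11 into 1 group, as the real split does, and of the 2 splits of A vs G at an unadjusted P value below 0.05 the one that is not real put the 3 aorta arrays of slide 1 into 1 group. Fitted with slides 1, 3 and 11 as a batch term, E vs C gave 756 genes at an unadjusted P value below 0.05 and 5 after adjustment, F vs C 1159 and 2, and A vs G 4756 and 2860, against 1851 and 27, 1231 and 5, and 5164 and 3194 in the fit of all 42 arrays without it. A share of olfactory receptor genes as large was found in 27 splits for A vs G, 13 for C vs A, 9 for C vs G and 22 for B vs C. It was found in 36 for D vs C, 2 for E vs C and 3 for F vs C. Chance is not excluded for any of these shares. As large a share was rarest in E vs C and F vs C, where these splits again follow the slides. The share was below that of other genes there, 10.36% against 13.21% in E vs C and 7.2% against 11.23% in F vs C. No excess of olfactory receptor genes over other genes follows from it. For the correlation of each treatment with the disease, 44, 61, 24 and 8 of 100 splits were as far from 0 for B, D, E and F, so chance cannot be excluded for any of these 4.

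The PPAR target list was read as a check on the rosiglitazone label. Of 44 genes 42 were tested, with a mean log2 fold change of 0.08, a median of 0.07, 29 genes higher and 13 lower. The set test gave P values of 0.165 (camera), 0.713 (fry) and 0.708 (estimated correlation of 0.42), so no call was made by any of them. Of its genes 1 had an unadjusted P value below 0.05 and limma called 0 after adjustment, and the largest changes were those of Angptl4 (-0.62), Ehhadh (0.55) and Scd1 (0.45). In skeletal muscle alone, where the rosiglitazone arrays share slides 3 and 11, 10 genes of the list had an unadjusted P value below 0.05 and 4 passed after adjustment over all genes, with a camera P value of 0.717. As small a camera P value was found in 71 of 100 splits, so chance cannot be excluded. Camera gave 0.0114 without macroangiopathy aorta 1, 0.00177 without rosiglitazone aorta 1 and 0.0436 without rosiglitazone muscle 3, where fry gave 0.257 at the lowest, and the mean turned negative without macroangiopathy aorta 3 (-0.028) and rosiglitazone aorta 2 (-0.045). With the batch term the mean was -0.002.

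EP300, NFKB1 and RELA, which the paper names as regulators, were read in A vs G and C vs A. Ep300 had a log2 fold change of 0.01 in A vs G (adjusted p = 0.943) and 0.02 in C vs A (adjusted p = 0.989). Nfkb1 had a log2 fold change of -0.20 in A vs G (unadjusted P value of 0.0166, adjusted p = 0.139, from 0.026 to 0.288 under the alternatives that kept both tissues) and 0.14 in C vs A (unadjusted P value of 0.0431, adjusted p = 0.979, from 0.782 to 1). In A vs G its adjusted p was 0.543 in aorta alone and 0.266 in skeletal muscle alone. Leaving out any 1 of 8 of the 12 arrays of C vs A took the unadjusted P value of Nfkb1 above 0.05, to between 0.0572 and 0.0925: diabetic aorta 1, 2 or 3, diabetic muscle 1 or 2, macroangiopathy aorta 3, and macroangiopathy muscle 1 or 2. Rela had a log2 fold change of -0.12 in A vs G (adjusted p = 0.538) and -0.06 in C vs A (adjusted p = 0.979). The alternatives that kept both tissues gave adjusted p from 0.472 to 0.978 and from 0.936 to 1 for Ep300, and from 0.241 to 0.83 and from 0.851 to 1 for Rela. For Rela it was 0.988 in aorta alone in A vs G and 0.796 in skeletal muscle alone in C vs A.

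Of the 660 genes called in A vs G after adjustment, 70.8% were called in the same direction in C vs G, and 100% had the same direction. Both comparisons share the healthy arrays, and both diseased groups are KK/Ay mice while the healthy mice are C57, so strain and diabetes cannot be told apart: the design confounds them.

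Clock genes changed between diabetic and healthy mice. The morning arm was lower by a mean log2 fold change of -0.63 in aorta and -0.62 in skeletal muscle (5 of 5 genes in each), and the evening arm higher by 0.84 in aorta (9 of 10 genes) and 0.254 in skeletal muscle (8 of 10). Per1, of the evening arm, went against the others in aorta (-0.45) and in skeletal muscle (-1.11, unadjusted P value of 0.00216), as did Nr1d1 in skeletal muscle (-0.38), where Dbp (1.25) adds most to the mean. Opposite changes of most genes of the arms are what a different phase of the daily rhythm at sampling would give, and Per1 leaves this uncertain. A different phase may come from the time of sampling or from the strain or disease, which were not tested. The mean of the evening arm was also positive in each treatment against the macroangiopathy group, whose arrays these comparisons share. In aorta and skeletal muscle it was 0.226 and 0.211 with SHENQI compound and 0.214 and 0.196 with yangyinyiqi. It was 0.172 and 0.27 with huoxue and 0.012 and 0.237 with rosiglitazone, where 4 of 10 genes were higher in aorta. Per1 and Dbp belong to this arm, and the cause was not tested.

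The aorta arrays differed within groups in markers of other tissues. The mean correlation within a marker list across aorta arrays, with group means removed, was 0.776 for white adipocytes, 0.717 for brown adipocytes, 0.775 for skeletal muscle, 0.922 for smooth muscle, 0.829 for mesothelium, 0.679 for erythroid cells, 0.92 for cardiac muscle, 0.9 for B and T cells and 0.614 for Schwann cells or neurons. All 9 lists lay above the 95th percentile of 1000 random lists, the lowest at percentile 98. The mean level of a list differed within a group by at most 1.73, 1.67, 5.75, 3.7, 1.2, 1.37, 4.53, 3.78 and 2.79 on the log2 scale, in the order of the lists. Over all 21 aorta arrays, groups together, the most abundant gene of each list ranged from 15.1 to 17.25 (Fabp4), from 15.53 to 17.48 (Cox8b), from 8.91 to 17.91 (Tnni2), from 12.41 to 16.87 (Tagln), from 6.94 to 10.26 (Msln), from 14.73 to 18.11 (Hba-a1), from 7.07 to 15.3 (Myl7), from 7.97 to 14.96 (Cd79b) and from 7.8 to 14.62 (Npy), in the order of the lists. Skeletal muscle arrays also carry 8, 3, 11, 7, 3, 3, 3, 2 and 3 genes of the lists well above background. A candidate explanation is RNA from tissue attached to the aorta in amounts that differ between mice, and a difference in the wall itself stays open for smooth muscle.

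Olfactory receptor genes called in C vs A may lie too close to background to be read as expression: at most 19.11% of their probes were well above background on all 3 arrays of a group, that of macroangiopathy aorta, and expression and signal near background cannot be told apart with these arrays. Slide stays open too: this percent was 15.89% to 19.11% in the aorta groups without an array of slide 1 and 8.1% to 9.87% in those with one. Higher signal of dim probes on the macroangiopathy aorta arrays also stays open. Of 196 genes above the filter 10.71% were called higher, at percentile 100 of lists of other genes matched on level, but that signal helps decide which genes the filter keeps. Among genes below the filter 2.5% of 721 olfactory receptor genes were called, against 1.82% of 4731 others (Fisher exact P value of 0.24), so no excess was found there.

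The part of S2 Table for groups A and C lists 393 genes, fewer than the 5% that chance gives of the genes on the arrays. Its P values lie within 10% of those of the authors' values fitted without a tissue term for 99.1% of 352 matched genes, against 22.2% with a tissue term, which is consistent with aorta and skeletal muscle arrays pooled as replicates. In that table 0 of the 393 genes have an adjusted P value below 0.05, with a smallest value of 0.999921, and 74 of the 1604 lines held for A vs G do, which are the study's own values.

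Huoxue and rosiglitazone shared 1064 genes, all in the same direction. In the fit of all 42 arrays they shared 665 genes of the set simulated, and 334 with slides 1, 3 and 11 as a batch term. As many as 334 were shared in 25 of 100 simulations of unchanged groups with that term, so the batch is a candidate explanation for the overlap. An effect common to both treatments stays open and was not tested apart from the batch.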
